# Stem-cell-ubiquitous genes spatiotemporally coordinate division through regulation of stem-cell-specific gene networks

**DOI:** 10.1038/s41467-019-13132-2

**Published:** 2019-12-06

**Authors:** Natalie M. Clark, Eli Buckner, Adam P. Fisher, Emily C. Nelson, Thomas T. Nguyen, Abigail R. Simmons, Maria A. de Luis Balaguer, Tiara Butler-Smith, Parnell J. Sheldon, Dominique C. Bergmann, Cranos M. Williams, Rossangela Sozzani

**Keywords:** Gene regulatory networks, Plant stem cell, Self-renewal

## Abstract

Stem cells are responsible for generating all of the differentiated cells, tissues, and organs in a multicellular organism and, thus, play a crucial role in cell renewal, regeneration, and organization. A number of stem cell type-specific genes have a known role in stem cell maintenance, identity, and/or division. Yet, how genes expressed across different stem cell types, referred to here as stem-cell-ubiquitous genes, contribute to stem cell regulation is less understood. Here, we find that, in the Arabidopsis root, a stem-cell-ubiquitous gene, TESMIN-LIKE CXC2 (TCX2), controls stem cell division by regulating stem cell-type specific networks. Development of a mathematical model of TCX2 expression allows us to show that TCX2 orchestrates the coordinated division of different stem cell types. Our results highlight that genes expressed across different stem cell types ensure cross-communication among cells, allowing them to divide and develop harmonically together.

## Abstract (web summary)

Stem-cell-specific genes regulate processes such as maintenance, identity and/or division. Here, the authors show that in the Arabidopsis root TCX2, a gene expressed across different stem cell populations (a stem-cell-ubiquitous gene), controls division and identity by regulating stem-cell-type-specific networks.

## Introduction

Stem cells asymmetrically divide to replenish the stem cell and produce a daughter cell that will go on to differentiate into a specialized cell type. Various mechanisms have been proposed for how pluripotency is maintained, such as signaling pathways within the stem cell niche (SCN) that restrict differentiation, predetermined lineages which ensure stem cells are continuously formed, and cell plasticity which allows differentiated cells to revert to a stem-like state^1–4^. However, most of the pathways that have been shown to maintain pluripotency use local mechanisms, such as short-range signaling, DNA methylation, and chromatin remodeling, that only act on the dividing cell and/or the directly adjacent cells^5–8^. There are likely other networks, upstream of these local mechanisms, which are global in nature and allow for cross-communication across different cell populations.

The Arabidopsis root provides an excellent model system for uncovering these global regulatory networks. The root SCN, located at the tip of the root, contains several spatially well-defined stem cell populations with different biological roles. At the center of the root SCN is the Quiescent Center (QC), which serves as a relatively mitotically inactive organizing center to maintain the surrounding stem cells in an undifferentiated state. The remaining stem cell initial populations are located adjacent to the QC and asymmetrically divide to form the differentiated root tissues. The Cortex Endodermis Initials (CEI) and the Epidermis/Lateral Root Cap Initials (Epi/LRC) asymmetrically divide twice to form their respective layers. The Columella Stem Cells (CSCs) asymmetrically divide once to form the differentiated columella layer. Finally, the vascular stem cells contain different populations of cells, such as the Xylem initials (Xyl) and the Protophloem (Protophlo), which divide and produce the different vasculature layers^9^ (Fig. 1a). As the stem cells asymmetrically divide, the differentiated cells are displaced towards the root, providing a temporal developmental axis where older cells are more shootward and younger cells are more rootward. Crucially, the movement of cells in the root is constrained due to cell walls, and symplastic cell-to-cell signals travel via the plasmodesmata, which are small channels in the cell walls^10^. This lack of cell movement coupled with well-defined marker lines that label specific cell populations^11,12^ allows us to study stem cell identity, division, and maintenance in an isolated environment.

**Fig. 1:**
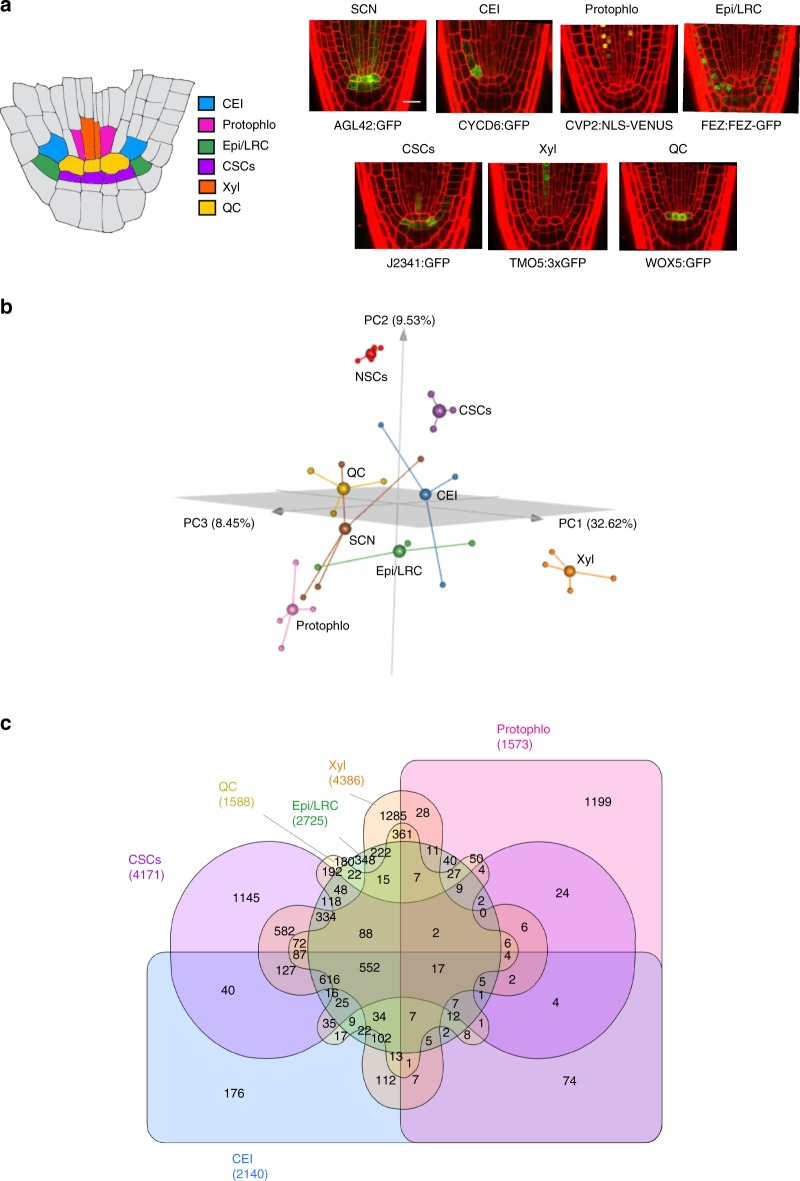
Distribution of genes within the Arabidopsis root stem cell niche. **a** (left) Schematic of the Arabidopsis root stem cell niche. CEI cortex endodermis initials (blue), Protophlo protophloem (pink), Epi/LRC epidermis/lateral root cap initials (green), CSCs columella stem cells (purple), Xyl xylem initials (orange), QC quiescent center (yellow). (left) GFP marker lines used to transcriptionally profile stem cells. SCN stem cell niche; Scale bar = 20 µm. **b** 3D principal component analysis (PCA) of the stem cell transcriptional profiles. The *x*, *y*, and *z* axis represent the three largest sources of variation (i.e., three largest principal components) of the dataset. Small spheres are biological replicates, large spheres are centroids. Red—Non-stem cells (NSCs); Brown—SCN; Blue—CEI; Pink—Protophlo; Green—Epi/LRC; Purple—CSCs; Orange—Xyl; Yellow—QC; **c** Distribution of the 9266 stem cell-enriched genes across the stem cell niche. Enrichment criteria are *q*-value < 0.05 (from PoissonSeq) and fold-change in expression >2.

Here, we identify genes expressed specifically (in one stem cell type) and ubiquitously (in all stem cell types) that control stem cell division and maintenance in the Arabidopsis root. We first transcriptionally profile the individual stem cells using spatially well-defined GFP marker lines and find that nearly half of the stem cell-enriched genes are expressed in only one stem cell type, while the other half are expressed in multiple cell types. We next use Gene Regulatory Network (GRN) inference to predict that there are not only stem-cell-specific gene networks but also an upstream network that regulates all of the different stem cells. Given that most known mechanisms for maintaining stem cell identity and plasticity are local in nature, we focus on identifying genes expressed in all the stem cells (hereinafter referred to as stem-cell-ubiquitous genes) that regulate aspects of stem cell maintenance. Using our network prediction, we find that TESMIN-LIKE CXC 2 (TCX2), a member of the family of CHC proteins which are homologues of components of the DREAM cell-cycle regulatory complex in animals^13^, is a key regulator of stem cell division. Further, using Ordinary Differential Equation (ODE) modeling, we show that we can use the dynamics of TCX2 expression to predict the timing of stem cell division. Our results provide evidence that genes that participate in global regulatory pathways which span many, different cell types are important for controlling stem cell division and maintenance.

## Results

### Determining stem-cell-specific and -ubiquitous genes

To understand how and whether stem-cell-ubiquitous genes contribute to cell identity, maintenance, and/or division, we performed gene expression analysis of the stem cells in the Arabidopsis root, as this offers a tractable system given its 3-dimensional radial symmetry and temporal information encoded along its longitudinal axis. To this end, seven root stem cell markers (Fig. 1a), as well as a non-stem cell control (i.e., a population of cells from the root meristem excluding most of the stem cells), were used to identify stem cell-enriched genes, and among those, stem-cell-ubiquitous and stem-cell-specific genes, as it has been shown that there is a correlation between expression levels and functionality in specific cell types^1,14^ (Supplementary Fig. 1, see Methods). 

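Gene expression was measured by RNA-Seq in 28 samples of cells sorted from root tips of 5-day-old seedlings. GFP-positive cells were sorted from 7 marker lines. These lines labelled the stem cell niche (SCN, AGL42:GFP, n = 4), the cortex endodermis initials (CEI, CYCD6:GFP, n = 3), the protophloem (Protophlo, CVP2:NLS-VENUS, n = 4), the epidermis and lateral root cap initials (Epi/LRC, FEZ:FEZ-GFP, n = 3), the columella stem cells (CSCs, the enhancer trap J2341, n = 3), the xylem initials (Xyl, TMO5:3xGFP, n = 4) and the quiescent center (QC, WOX5:GFP, n = 3). The GFP-negative cells of the AGL42:GFP line were the non-stem cells (NSCs, n = 4). The authors deposited FPKM values for 33201 genes without read counts, so the depth behind each value is unknown. The FPKM values of a sample summed to between 731192 and 935653. Between 13643 genes, in a Protophlo sample, and 18778 genes, in an SCN sample, had an FPKM of at least 1. The 10 highest genes held between 4.32% and 13.9% of the summed FPKM of a sample. On log2(FPKM + 1), and across the 22694 genes with an FPKM of at least 1 in at least 3 samples, Pearson's r between replicates lay between 0.938 and 0.978 in NSCs and between 0.746 and 0.855 in the SCN. Between samples of different populations r lay between 0.416 and 0.912. These correlations are across genes, and genes are not independent replicates. Each population was compared with NSCs with limma on log2(FPKM + 1), a scale that understates fold changes of genes with a low FPKM.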

Notably, we found that the expression profiles of our markers together with known stem cell genes agree with their known expression domains, supporting that our transcriptional profiles are specific to each stem cell population (Supplementary Fig. 1). 

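Of the 24 genes of Supplementary Fig. 1B, 23 matched a gene of the deposited values by name, and RVN matched none. All 23 had their highest mean FPKM in the population with the highest value in that figure. The figure was read by eye after the means had been computed, and AGL42, which looked equal in the SCN and the QC, was counted as highest in the SCN, so this match is not independent of the means. The figure also shows the study's own expression in these populations, so the match does not test known expression domains. It includes CYCD6, the CEI marker, with its highest mean in CSCs, and CVP2, the Protophlo marker, with its highest mean in Xyl. With size factors dividing the FPKM of each sample, or with medians in place of means, 21 did. In 7 of the 23 genes the gap to the next population was larger than the SD between replicates in either population. SHR (AT4G37650) was at 128 ± 18.6 FPKM (SD, n = 4) in Xyl and 23.0 ± 16.0 FPKM (SD, n = 3) in CSCs, the next population. WIP4 (AT3G20880) was at 102 ± 9.52 FPKM (SD, n = 3) in the QC and 57.0 ± 12.1 FPKM (SD, n = 3) in CSCs. PHB (AT2G34710) was at 62.1 ± 11.8 FPKM (SD, n = 4) in Xyl and 28.5 ± 2.78 FPKM (SD, n = 3) in CSCs. In the other 16 genes the gap lay within the spread between replicates. SCR (AT3G54220) was at 49.9 ± 44.4 FPKM (SD, n = 3) in the CEI and 33.8 ± 14.5 FPKM (SD, n = 3) in the QC. PLT1 (AT3G20840) was at 222 ± 97.2 FPKM (SD, n = 3) in CSCs and 197 ± 39.7 FPKM (SD, n = 3) in the QC. Compared with NSCs, 20 of the 23 genes were enriched in their highest population. The exceptions were NUC, JKD and SMB, with adjusted p-values of 0.372, 0.0964 and 0.131. Of the 28 fits that each left out a sample, SCR fell short of the threshold in 9, PHV in 3 and MGP in 1, and JKD passed it in 1.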

To measure transcriptional differences between the stem cells and the non-stem cells, we next performed a Principal Component Analysis (PCA). 

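A PCA of the log2-transformed values of the 28 samples placed 33.4% of the variance on PC1, 9.66% on PC2 and 8.59% on PC3, or 51.7% on the top 3 components. Without the log transformation the top 3 components held 78.6%. In the top 3 components, the mean Euclidean distance was 209 log2 units between NSCs and the samples of the stem cell populations, and 24.5 within NSCs. The difference, 184, was larger than for any other choice of 4 of the 28 samples (exact permutation test over 20475 choices, one-sided, p = 4.88e-05, the smallest p that these choices allow). Most choices mix populations, so this p also reflects how close the NSC replicates were to each other. The mean distance to the samples of all other populations was 209 for NSCs and for Xyl, 206 for Protophlo and 201 for CSCs. By that distance NSCs did not stand apart from these stem cell populations. The mean distance to NSCs ranged from 142 for the CEI to 277 for Xyl. The CEI samples were 114 apart on average. The samples of 2 populations were closer to NSCs than to the samples of all other populations together, Protophlo at 175 against 206 and the CEI at 142 against 144.

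**Figure D1:**
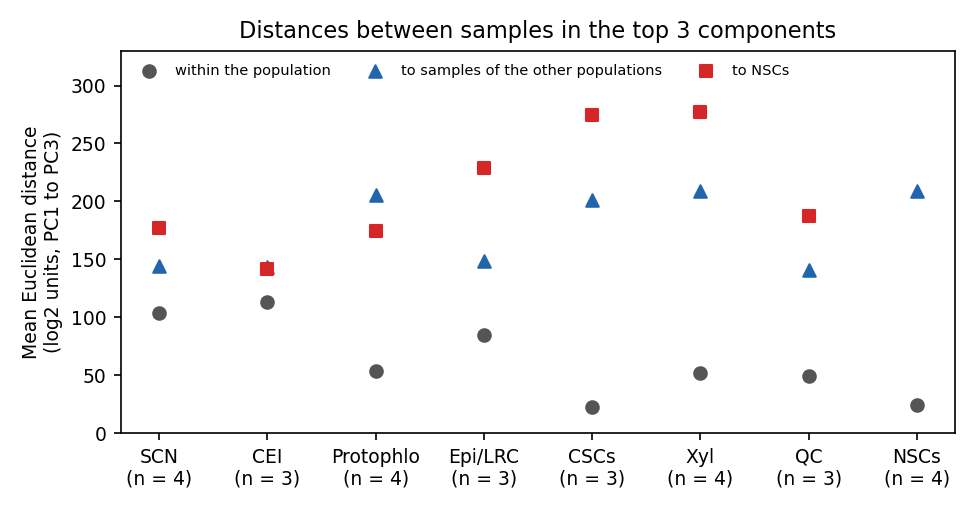
Mean Euclidean distance in the top 3 components, in log2 units, for each population with its number of samples. Circles are distances within the population, triangles to the samples of all other populations and squares to NSCs, which lie between 142 and 277 for the stem cell populations.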

Looking at the top three principal components (50.6% of the variation in the data), the PCA shows that the non-stem cell samples (red) are distant from all of the stem cell populations, suggesting that the stem cells have a different transcriptional signature than the non-stem cells (Fig. 1b). Accordingly, when we performed differential expression analysis on these data, we found that 9266 (28% of genes) are significantly enriched (q < 0.06 and fold-change > 2) in at least one stem cell population compared to the non-stem cells and considered these genes the stem cell-enriched genes (see Methods and Supplementary Data 1). Thus, this approach allowed us to identify core stem cell genes, as functionally important genes are often enriched in the specific cell populations they control^1,14^.

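With limma, 7657 genes (23.1% of the 33201 genes) were enriched in at least 1 stem cell population compared to NSCs (Benjamini-Hochberg adjusted p-value under 0.06 and fold-change above 2). The pseudocount moved this number most, to 5996 genes with 0.1 in place of 1. Per population, 5122 genes were higher and 4152 lower than in NSCs in CSCs, 4541 and 5343 in Xyl, 2830 and 3778 in Epi/LRC, and 2113 and 2154 in the QC. In the SCN 1252 genes were higher and 2018 lower, in the CEI 1219 and 1144, and in Protophlo 797 and 2383. With the FPKM divided by size factors, the genes higher than in NSCs fell from 55.2% to 38.1% of the genes past the threshold in CSCs and from 49.5% to 29.7% in the QC, and rose from 25.1% to 35.8% in Protophlo. AT2G28790 had the largest fold change, among genes with every replicate above every NSC replicate, in the SCN, CSCs, Xyl and the QC. In CSCs it was at 1082 ± 245 FPKM (SD, n = 3) and in NSCs at 1.82 ± 2.37 FPKM (SD, n = 4), a log2 fold change of 8.86 (SE 0.72, adjusted p = 1.55e-09). AT1G73620 had the largest in the CEI, at 7.16 (SE 1.14, adjusted p = 0.000226), and AT5G24879 in Protophlo, at 5.98 (SE 1.62, adjusted p = 0.0149). In Epi/LRC it was ATCG00090, at 325 ± 370 FPKM (SD, n = 3), which was listed at 0 in every NSC sample.

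**Figure D2:**
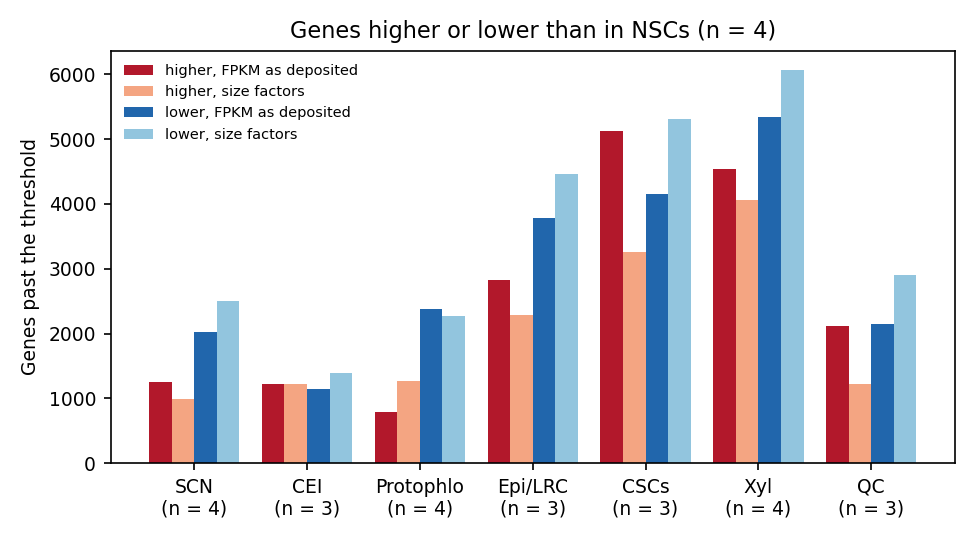
Genes past the threshold (y axis) in each population compared to NSCs (x axis), with the number of samples. Bars give genes higher (red) and lower (blue) than in NSCs, with the FPKM as deposited (dark) and divided by size factors (light). The dark red bars run from 797 genes in Protophlo to 5122 in CSCs.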

While the PCA gives us a general idea of how many genes are cell-specific vs cell-ubiquitous, it reduces the dimensionality of the problem to the three largest components of variance. Consequently, we would expect some genes are differentially enriched across all of the stem cell populations. Indeed, when we performed differential expression analysis on the 9266 stem cell-enriched genes (see Methods), we found that 2018 genes (21.8% of the stem cell-enriched genes, hereinafter referred to as the stem-cell-ubiquitous genes) are enriched in at least four of the six unique stem cell types, with 569 of these 2018 (6.1% of the stem cell-enriched genes) enriched in five or six cell types (Fig. 1c). Moreover, as each stem cell population clusters independently from the others in the PCA, we identified 7248 genes (78.2% of the stem cell-enriched genes), hereinafter referred to as the stem-cell-specific genes, enriched in three or less stem cell types, with 4331 of those 7248 genes (46.7% of the stem cell-enriched genes) enriched in only one stem cell type. This suggests that each specific stem cell type has its own, unique transcriptional signature.

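A stem cell-enriched gene was taken as enriched in each of the 6 stem cell types whose mean FPKM was within 2-fold of its highest type. By this rule 2029 genes (26.5% of the stem cell-enriched genes) were enriched in 4 or more types. Of these, 678 were enriched in 5 types and 155 in all 6, together 833 (10.9%). The width of the rule moved these numbers most. Within 3-fold of the highest type, 4630 genes were enriched in 4 or more types, and within 1.5-fold 521 were. With a type counted when its mean FPKM was more than 2-fold above that of NSCs, 4144 genes were. A rule that asked for more than 2-fold the mean of the other 5 types gave 0, which the arithmetic fixes because at most 3 of 6 types can pass it.

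**Figure D3:**
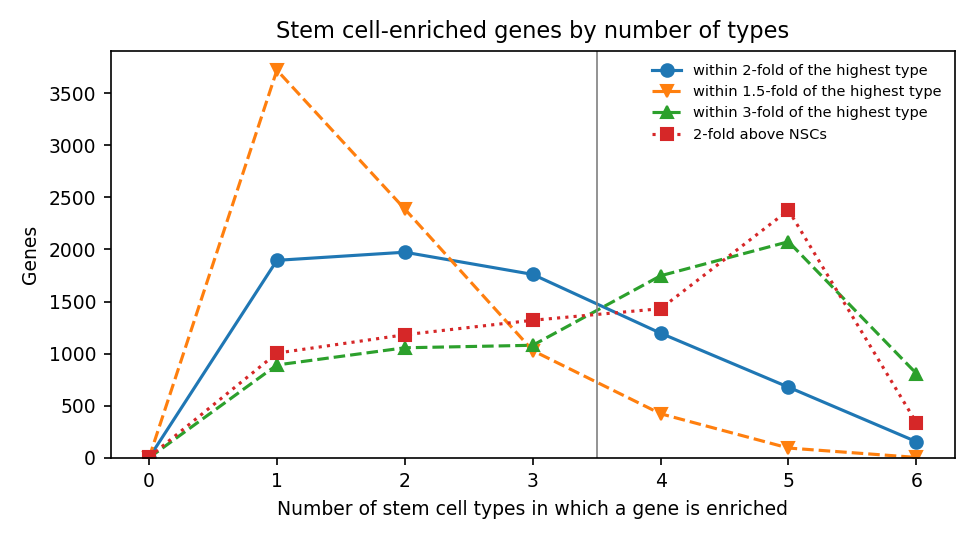
Stem cell-enriched genes (y axis) by the number of stem cell types in which each is enriched (x axis), under 4 rules for calling a type. Right of the vertical line, which marks 4 or more types, lie 2029 genes within 2-fold of the highest type, 521 within 1.5-fold, 4630 within 3-fold and 4144 more than 2-fold above NSCs.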

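Within 2-fold of the highest type, 5628 genes (73.5% of the stem cell-enriched genes) were enriched in 3 or fewer stem cell types, and 1895 (24.7%) in 1 type. CSCs alone held 775 of the genes enriched in 1 type, Xyl 452, Protophlo 334, the CEI 134, Epi/LRC 122 and the QC 78. In the top 3 components of the PCA, 17 of the 28 samples had a sample of their own population as nearest neighbour (permutation test with 100000 shuffles of the population labels, one-sided, p = 1e-05, the smallest p that these shuffles can give). Every sample of CSCs, Xyl and NSCs did, and 3 of the 4 Protophlo samples. In the SCN, the CEI and Epi/LRC 1 sample each did, and 0 of the 3 QC samples, whose nearest neighbour was SCN replicate 3. With all components in place of 3, 21 samples did, with 2 of the 3 QC samples among them. By mean correlation, 7 of the 28 samples were closer to another population than to their own replicates, and the 3 QC samples were closest to the QC. CEI replicate 2 had a mean r of 0.907 with NSCs and 0.819 with the other CEI replicates. From the clustering in the PCA and the genes enriched in few types, the paper proposes that each stem cell type has its own transcriptional signature.

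**Figure D4:**
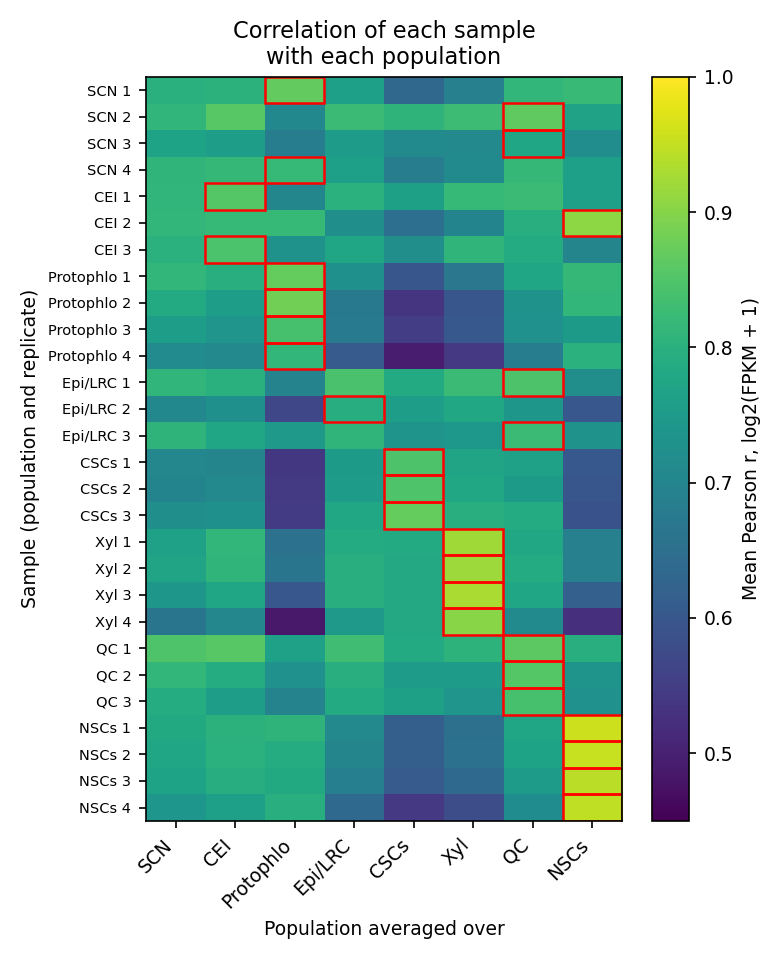
Mean Pearson r on log2(FPKM + 1) (colour) of each sample (y axis) with the samples of each population (x axis), leaving out the sample itself. The red frame marks the closest population, which is another than the sample's own for 7 of the 28 samples.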

### Root stem cell regulatory network prediction

Given the separation between stem-cell-ubiquitous genes and stem-cell-specific genes, we next wanted to know if these two groups of genes have seemingly separated functions or, for example, if stem-cell-ubiquitous genes modulate stem-cell-specific gene expression to orchestrate coordinated processes between different cell types. To test the latter hypothesis, in which stem-cell-specific genes are important for regulating cell-type-specific aspects (e.g., cell identity), but are regulated by stem-cell-ubiquitous genes so that stem cell maintenance and divisions are tightly coordinated, we used Gene Regulatory Network (GRN) inference and predicted the relationships between all 9266 genes enriched in the stem cells. We developed a machine-learning, regression tree-based approach to infer dynamic networks from steady state, replicate data (see Methods). Our inferred GRN found regulations among 2982 (32.2%) of the stem cell-enriched genes and predicted that the stem-cell-ubiquitous (red) genes are located in the center of the network, which represents the beginning of the regulatory cascade, and are highly connected to each other (Fig. 2a). Meanwhile, the cell-specific (blue) genes mostly regulate each other within the same cell type and are located on the outside of the network, downstream of the cell-ubiquitous genes (Fig. 2a). This suggests that the cell-ubiquitous genes are potentially involved in coordinating processes between different stem cells through the regulation of cell-specific genes.

**Fig. 2:**
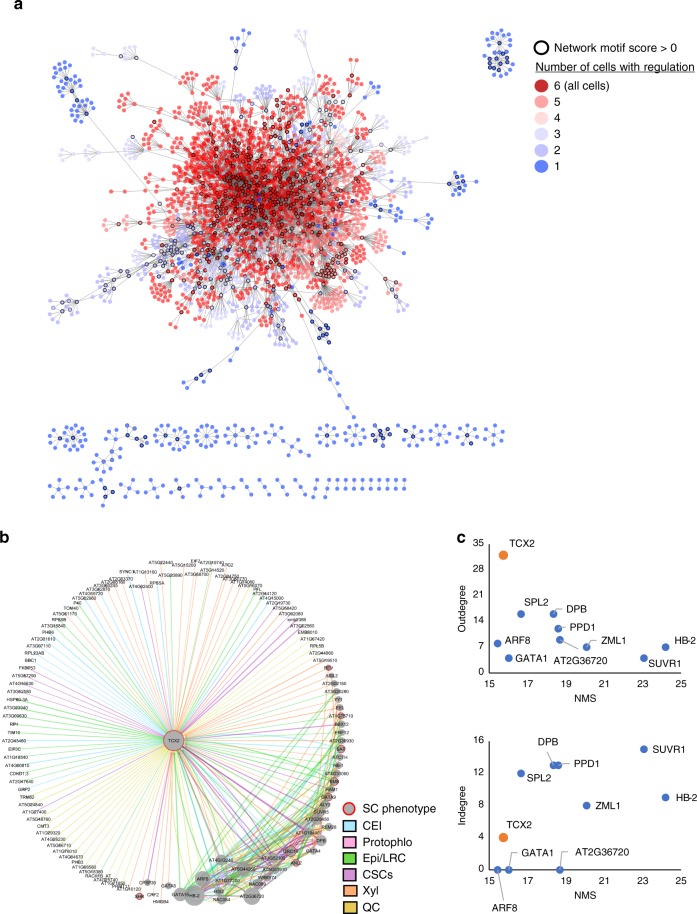
Gene regulatory network (GRN) of the stem cell-enriched genes. **a** Inferred GRN of 2982 out of the 9266 stem cell-enriched genes. Genes are colored based on the number of genes in which they are enriched, with red genes (>3 enriched cells) considered stem-cell-ubiquitous and blue genes (≤3 enriched cells) considered stem-cell-specific. Black outlines represent hub genes which have a network motif score (NMS) > 0. **b** First-neighbor GRN of TCX2. Gene size represents the NMS score. Red borders represent the genes which have a known stem cell (SC) phenotype. Edge colors represent the cell in which the regulation is inferred. Blue—CEI; Pink—Protophlo; Green—Epi/LRC; Purple—CSCs; Orange—Xyl; Yellow—QC. **c** Outdegree (top plot) and indegree (bottom plot) vs NMS score of the genes with the top 10 NMS scores in **a**. TCX2 is highlighted in orange.

We next wanted to identify if the most biologically important genes in the network were stem-cell-specific, stem-cell-ubiquitous, or both, as most results in animals assume that core TFs must be expressed in a cell-specific manner^1^. To predict biological significance, we developed a Network Motif Score (NMS) to quantify the number of times each gene appears in certain network motifs, such a feedback and feed-forward loops (see Methods). These motifs were chosen as they were significantly enriched in our biological network versus a random network of the same size and have been shown to often contain genes that have important biological functions^15–17^ (Supplementary Fig. 2). In our inferred GRN, we found that 737 (24.7%) of the 2982 genes have an NMS > 0, meaning they appear in at least one of the network motifs. To validate the NMS, we found that 22 known stem cell regulators had scores in the top 50% of genes, with 10 of those 22 (45.5%) in the top 25% of genes, supporting that high NMS scores are correlated with stem cell function (Supplementary Data 2). 

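The network was not inferred again, and the NMS values are the paper's. The copy of Supplementary Data 2 that could be read lists 1999 genes, of which 736 have an NMS above 0. By the paper's numbers, nearly all network genes missing from this copy have an NMS of 0. Of the listed genes, 1967 matched a gene of the deposited values. Types were called by mean FPKM within 2-fold of the highest type, whether or not a gene was enriched compared to NSCs. Enriched in 4 or more stem cell types were 115 of the 711 matched genes with an NMS above 0 (16.2%) and 239 of the 1256 with an NMS of 0 (19.0%). The difference was not past 0.05 (Fisher's exact test, two-sided, odds ratio 0.821, p = 0.127). The group with an NMS of 0 is incomplete, so these tests cannot settle whether the shares differ over the whole network. Genes of a network are not independent replicates. The rule for calling a type moved the share most. With types more than 2-fold above NSCs, 52.7% of the genes with an NMS above 0 were enriched in 4 or more types, and 56.4% of those with an NMS of 0 (Fisher's exact test, p = 0.120). With median in place of mean FPKM the shares were 14.9% and 19.3% (Fisher's exact test, p = 0.0140), the lower among genes with an NMS above 0.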

Further, 510 (69.2%) and 217 (31.8%) of these genes are stem-cell-ubiquitous (four or more enriched stem cells, red) and stem-cell-specific (three or less enriched stem cells, blue), respectively (Fig. 2a). Given that more cell-ubiquitous genes have higher importance scores in our dataset, we focused our downstream analysis on identifying a stem-cell-ubiquitous gene with characteristics of a functionally important regulator.

### TCX2 controls stem cell division and identity

When we began to examine the stem-cell-ubiquitous regulators, we found that TESMIN-LIKE CXC 2 (TCX2, also known as SOL2), a known homologue of the LIN54 DNA-binding component of the mammalian DREAM complex, which regulates the cell cycle and the transition from cell quiescence to proliferation^13,18,19^, had the ninth highest NMS (top 1.2% of genes). This suggests that TCX2 could have an important role across all of the stem cells. To further support the biological significance of TCX2, we examined the subnetwork of its first neighbors (i.e., genes predicted to be either directly upstream or downstream of TCX2). We found that TCX2 is enriched in five out of the six stem cell types and predicted to regulate at least one gene in all of those cell types, supporting that TCX2 could be a stem-cell-ubiquitous regulator that controls stem-cell-specific core genes (Fig. 2b). In addition, when compared to the genes with the top 10 NMS, TCX2 has the highest outdegree (number of edges going out) and relatively low indegree (number of edges coming in), suggesting that TCX2 could orchestrate coordinated stem cell division as suggested by the function of its mammalian homologue^13,18,19^.

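TCX2 (AT4G14770) was at 40.3 ± 6.11 FPKM (SD, n = 4) in Xyl, 21.0 ± 5.30 (SD, n = 3) in Epi/LRC, 18.3 ± 12.6 (SD, n = 3) in CSCs, 14.8 ± 14.0 (SD, n = 3) in the CEI, 9.95 ± 6.41 (SD, n = 3) in the QC and 0.828 ± 0.892 (SD, n = 4) in Protophlo. In the SCN it was at 8.99 ± 11.7 FPKM (SD, n = 4) and in NSCs at 2.09 ± 0.592 (SD, n = 4). Compared to NSCs, TCX2 was enriched in 3 of the 6 types. The log2 fold change was 3.75 in Xyl (SE 0.63, adjusted p = 4.13e-05), 2.82 in Epi/LRC (SE 0.68, adjusted p = 0.00312) and 2.47 in CSCs (SE 0.68, adjusted p = 0.00529). In the CEI it was 1.98 with an adjusted p of 0.0648, and in the QC 1.59 with an adjusted p of 0.105, both short of the threshold. In Protophlo it was -0.86 (adjusted p = 0.402). Across types, Xyl and Epi/LRC were within 2-fold of the highest mean, so that TCX2 was enriched in 2 types. Of the rules applied to TCX2, more than 2-fold above the mean FPKM of NSCs moved this number most, to 5 types, all except Protophlo. The rule of within 3-fold of the highest type was not applied to TCX2, but its means in CSCs and the CEI lay within 3-fold of Xyl. The CEI passed the threshold in 4 of the 28 fits that each left out a sample, those without SCN replicate 1, SCN replicate 3, CEI replicate 2 or QC replicate 1. In the CEI the replicates were at 9.44, 4.21 and 30.6 FPKM.

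**Figure D5:**
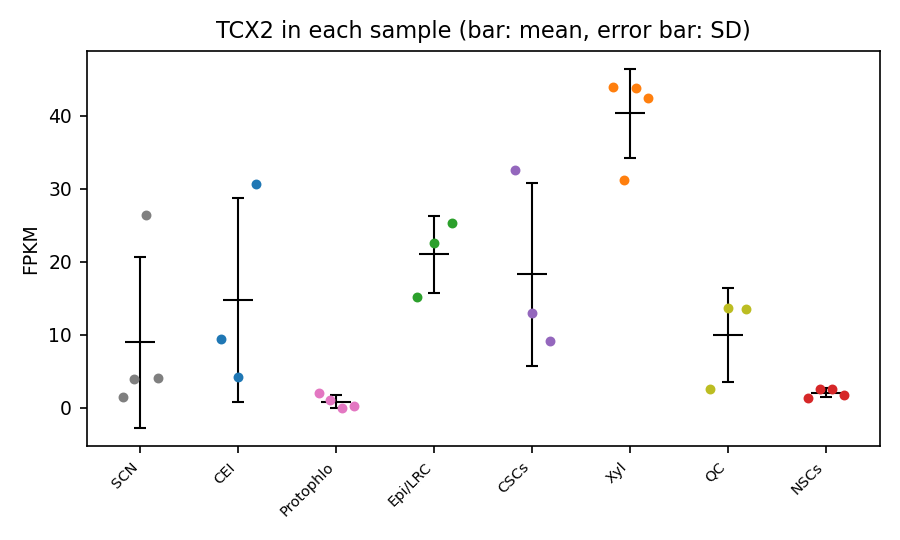
FPKM of TCX2 (y axis) in each sample of the 8 populations (x axis). Dots are samples, horizontal bars means and error bars SDs. The 4 Xyl samples lie between 31.2 and 43.9 FPKM and the 4 NSC samples between 1.43 and 2.60.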

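Of the 10 genes with the highest NMS, TCX2 and 7 others matched a gene of the deposited values by name, and PPD1 and SPL2 matched no single gene. Each of these 7 genes (HB-2, SUVR1, ZML1, AT2G36720, DPB, GATA1 and ARF8) was enriched in CSCs compared to NSCs, and 0 of them in Protophlo. These values are from the FPKM as deposited. Size factors moved the median log2 fold change of all tested genes by -0.30 in CSCs and by 0.10 in Protophlo, so the scaling may contribute to this pattern. ARF8 (AT5G37020) was enriched in every population except Protophlo, with the largest log2 fold change in CSCs, 3.70 (SE 0.54, adjusted p = 1.26e-05). HB-2 (AT4G16780) was enriched in CSCs, the QC and Xyl, at 52.2 ± 25.0 FPKM (SD, n = 3) in CSCs and 7.85 ± 3.43 FPKM (SD, n = 4) in NSCs. AT2G36720 was enriched in Epi/LRC, Xyl and CSCs, with log2 fold changes of 2.04, 1.93 and 1.55, and ZML1 (AT3G21175) in CSCs and Xyl. DPB (AT5G03415) and GATA1 (AT3G24050) were past the threshold compared to NSCs in CSCs alone. SUVR1 (AT1G04050) was also enriched in CSCs alone, with an adjusted p of 0.0590, and its FPKM values there were 8.87, 0.395 and 12.3. It fell short of the threshold in 23 of the 28 fits that each left out a sample.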

If TCX2 is indeed a key regulator for stem cell maintenance and division, we would expect that a change in its expression would cause a developmental phenotype related to these aspects. To test this hypothesis, we obtained two knockdown (*tcx2-1, tcx2-2*) and one knockout (*tcx2-3*) mutant of TCX2, which all show similar phenotypes (Fig. 3a, Supplementary Fig. 3). Importantly, we observed in *tcx2-3* an overall disorganization of the stem cells, including aberrant divisions in the Quiescent Center (QC), columella, endodermis, pericycle, and xylem cells (Fig. 3a). Additionally, *tcx2-3* mutants showed longer roots due to a higher number of meristematic cells, suggesting higher cell proliferation (Fig. 3a, Supplementary Fig. 3). Notably, similar phenotypes related to cell divisions have been observed also in the stomatal lineage of *tcx2 sol1* double mutants^13^. To further investigate TCX2’s role in stem cell division, we crossed the cell division (G2/M phase) marker CYCB1;1:CYCB1;1-GFP^20,21^ into the *tcx2* mutant and performed temporal tracking of the GFP signal over time. We first found that average CYCB1;1 expression was higher in the *tcx2* mutant compared to WT. Second, we separated cells expressing CYCB1;1 into three categories: low, intermediate, and high expression. We found that significantly more cells in the *tcx2* mutant have high CYCB1;1 expression, while significantly fewer cells have low CYCB1;1 expression. Finally, we calculated the number of consecutive timepoints each cell showed CYCB1;1 expression. We found that significantly fewer cells in the *tcx2* mutant had two consecutive timepoints with CYCB1;1 expression (Supplementary Fig. 4). All of these alterations in CYCB1;1 expression in the *tcx2* mutant suggest that reduction of TCX2 expression correlates with more actively dividing cells. Taken together, these results suggest that TCX2, as a stem-cell-ubiquitous gene, regulates stem cell divisions across different stem cell populations.

**Fig. 3:**
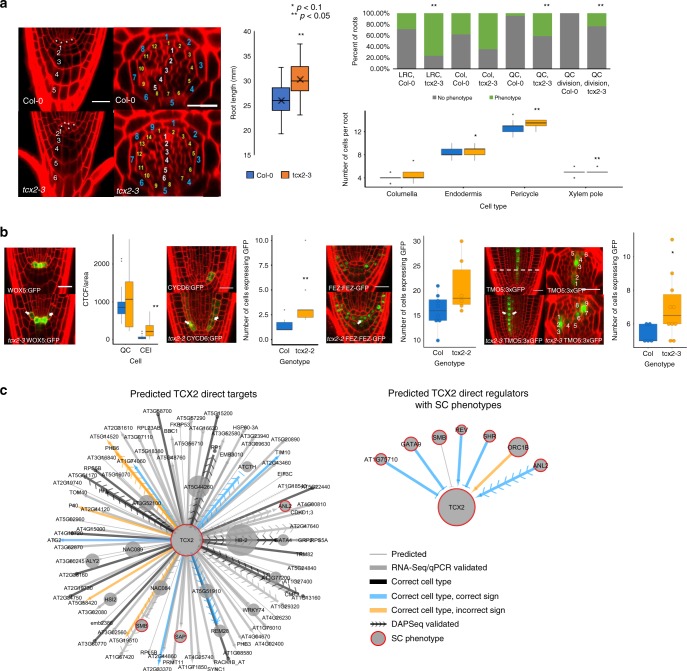
TCX2 controls stem cell division through cell-specific regulators and targets. **a** (Left) Medial longitudinal (left) and radial (right) sections of 5-day-old WT (top) and *tcx2*-mutant (bottom) plants. In medial longitudinal sections, asterisk labels QC cells and numbers denote columella cell files. In radial sections, white numbers denote xylem cells, yellow pericycle, and blue endodermis. Scale bar = 20 µm. (Middle) Length of 7-day-old WT (blue, *n* = 18) and *tcx2* mutant (orange, *n* = 18) roots. Center line represents median; box bounds represent 25th and 75th percentiles; whiskers represent minimum and maximum values. Black X represents the mean. (Right) Quantification of stem cell phenotypes (top plot) and number of cell files (bottom plot) in 5-day old WT (*n* = 21) and *tcx2* mutant (*n* = 17) roots. In top plot, green denotes the percent of roots that showed a phenotype, while gray denotes the percent of roots that did not show a phenotype. LRC, Col (Columella), QC refers to a cell disorganization phenotype in those cells. Asterisk denotes *p* < 0.1, Double asterisks denote *p* < 0.05, Wilcoxon test. **b** (Left) Medial longitudinal sections of 5-day-old WOX5:GFP (left), CYCD6:GFP (second from left), FEZ:FEZ-GFP (third from left), and TMO5:3xGFP (right) in WT (top) and *tcx2*-mutant (bottom) plants. For TMO5:3xGFP, a radial section (middle) was taken at the location of the white, dashed line. (Right) Quantification of GFP in WT (blue, *n* = 35, *n* = 8, *n* = 5 for CYCD6, FEZ, TMO5) and *tcx2*-mutant (orange, *n* = 25, *n* = 6, *n* = 10 for CYCD6, FEZ, TMO5) plants. Center line represents median; box bounds represent 25th and 75th percentiles; whiskers represent minimum and maximum excluding outliers. Black dots represent outliers. Colored dots represent individual data points. Asterisk denotes *p* < 0.1, double asterisks denote *p* < 0.05, Wilcoxon test. **c** (Left) Predicted direct targets of TCX2 and (right) predicted upstream regulators of TCX2 with stem cell (SC) phenotypes. Gene size represents the NMS score. Red borders represent the genes that have a known SC phenotype. Arrows represent predicted activation, bars repression, and circles no predicted sign. Thick edges were validated using qPCR/RNA-Seq. Black edges were predicted in the correct cell type but did not have a predicted sign. Blue edges have the correct cell type and correct sign, while orange edges have the correct cell type but the incorrect sign. Arrows with chevrons are DAPSeq validated. Source data are provided as a Source Data file.

We hypothesized that TCX2 controls stem cell division by regulating important, stem-cell-type-specific genes. Notably, all of our stem cell markers, in addition to being expressed in only one stem cell type, are known to have functions in stem cell regulation^22–26^. Thus, we crossed the marker lines for the Quiescent Center (QC; WOX5:GFP), Cortex Endodermis Initials (CEI; CYCD6:GFP), Epidermis/Lateral Root Cap Initials (Epi/LRC; FEZ:FEZ-GFP), and Xylem Initials (Xyl; TMO5:3xGFP) (Fig. 1a) into the *tcx2-2* and *tcx2-3*-mutant alleles (Fig. 3b). 

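Of the 6 marker genes, 3 were higher in their own population than in all other samples by an exact permutation test (two-sided, Benjamini-Hochberg adjusted over 6 genes). TMO5 (AT3G25710) was higher in Xyl by 8.35 on the log2 scale (adjusted p = 0.000293), WOX5 (AT3G11260) in the QC by 5.82 (adjusted p = 0.000916) and FEZ (AT1G26870) in Epi/LRC by 4.56 (adjusted p = 0.00305). In Xyl TMO5 was at 1081 ± 207 FPKM (SD, n = 4), and in the QC WOX5 was at 179 ± 74.6 FPKM (SD, n = 3), with every replicate above every sample of other populations. FEZ was at 147 ± 101 FPKM (SD, n = 3) in Epi/LRC and at 80.8 ± 26.9 FPKM (SD, n = 3) in CSCs. The Epi/LRC line carries FEZ:FEZ-GFP, and FPKM per gene cannot part transcripts of this fusion from those of FEZ itself. AGL42 (AT5G62165) was higher in the SCN by 1.81 (adjusted p = 0.0632), with a mean of 14.5 FPKM in both the SCN and the QC, which the niche contains. A pseudocount of 0.1 moved the difference most, to 2.94 (adjusted p = 0.0879, same test), and compared with NSCs only it was 2.21 (adjusted p = 0.0429, same test). CYCD6 (AT4G03270) was higher in the CEI by 0.93 (adjusted p = 0.336) and had its highest mean in CSCs, at 15.7 ± 8.92 FPKM (SD, n = 3) against 8.68 ± 12.1 FPKM (SD, n = 3) in the CEI. Without CEI replicate 3 the difference was -0.12. CVP2 (AT1G05470) was at -0.47 in Protophlo (adjusted p = 0.576), with 1.79 ± 2.42 FPKM (SD, n = 4) there and 19.0 ± 7.20 FPKM (SD, n = 4) in Xyl. Of the 6 stem cell types, TMO5 had a mean FPKM of at least 1 in 5, AGL42, CYCD6 and CVP2 in 4, and FEZ and WOX5 in 3. Some of these means were low. TMO5 was lower in the CEI, Protophlo and Epi/LRC than in NSCs, and WOX5 in CSCs was at 0, 8.94 and 0.146 FPKM.

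**Figure D6:**
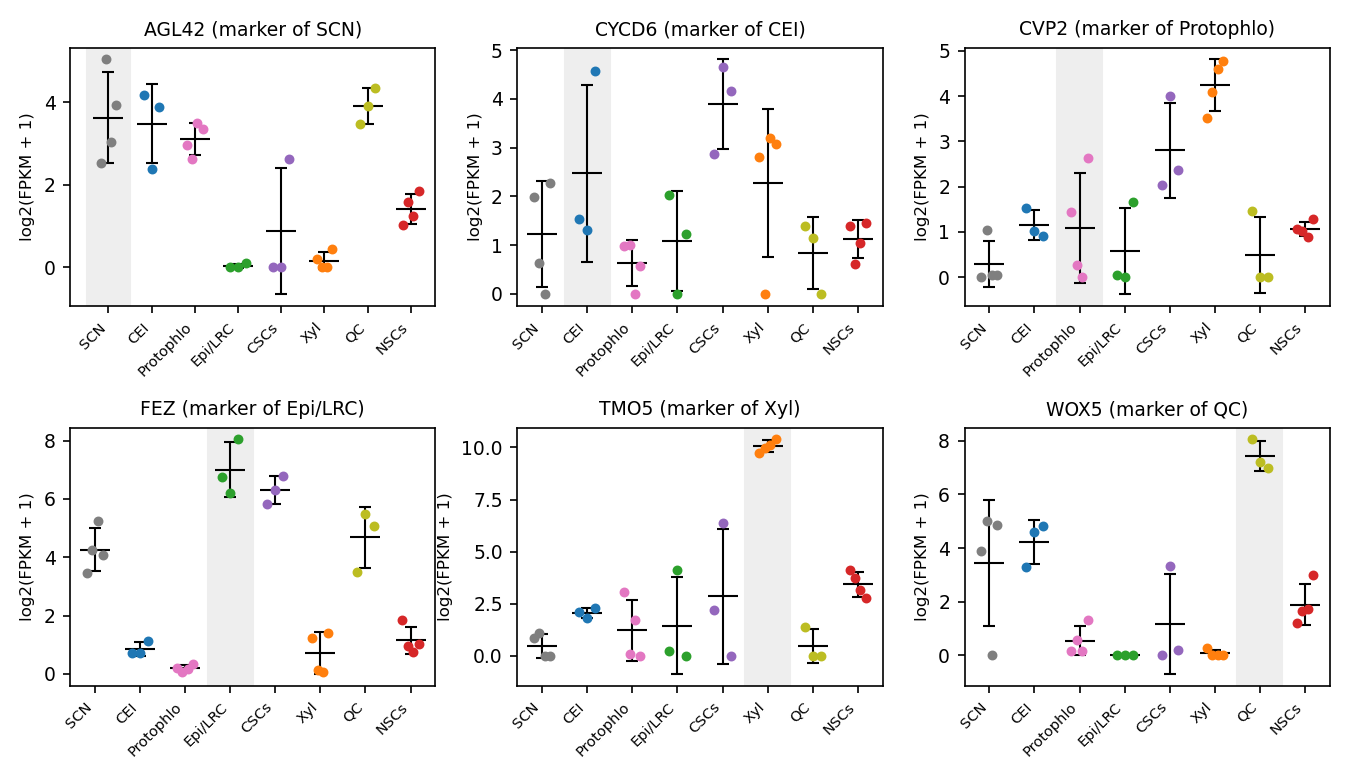
log2(FPKM + 1) (y axes) of the 6 marker genes in each sample of the 8 populations (x axes), with the marker's own population shaded. Dots are samples, horizontal bars means and error bars SDs of the log2 values. CYCD6 has its highest mean FPKM in CSCs and CVP2 in Xyl.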

Compared to WT, in a *tcx2* mutant the expression pattern of these markers is expanded. Specifically, the QC marker expands into the CEI, the CEI marker expands into the endodermis and cortex layers, the Epi/LRC marker expands into the Columella Stem Cells (CSCs), and the Xyl marker expands into the procambial cells (Fig. 3b). This suggests that, in the absence of TCX2, coordination of stem cell division and identity is misregulated through an unknown mechanism.

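All 48 genes of the TCX2 subnetwork listed in Supplementary Data 3 matched a gene of the deposited values. By the rule of within 2-fold of the highest mean FPKM, 41 of them (85.4%) were enriched in 3 or fewer of the 6 stem cell types. In the paper's list, 36 of the 48 are. The types called here were those listed there for 19 genes, at least 1 type was shared for all 48, and 35 genes fell on the same side of 3 types. With types more than 2-fold above NSCs, the alternative that moved the share most, 43.8% of the genes were enriched in 3 or fewer types. The highest mean FPKM was in CSCs for genes such as DPB, at 23.1 ± 13.3 FPKM (SD, n = 3), and in Xyl for genes such as AT5G15200, at 3661 ± 583 FPKM (SD, n = 4). GATA15 (AT3G06740) and HSI2 (AT2G30470) were enriched in 5 types each.

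**Figure D7:**
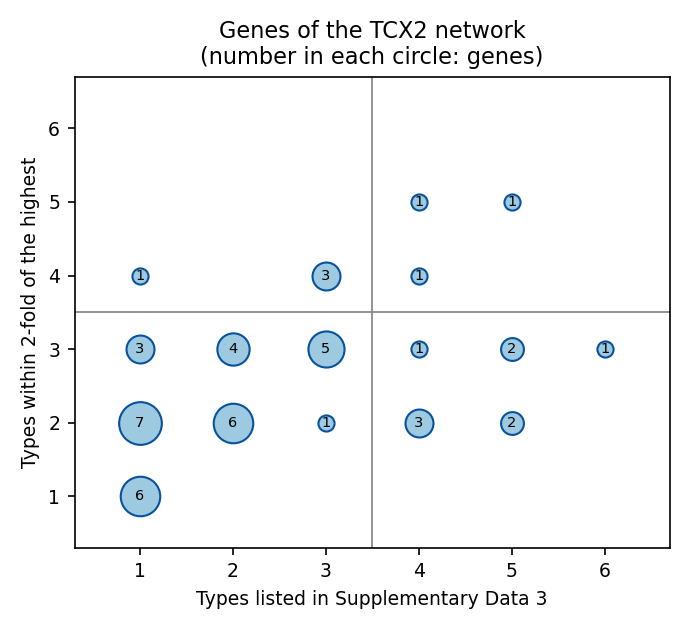
Number of stem cell types in which each of the 48 genes of the TCX2 subnetwork is enriched by the rule of within 2-fold of the highest mean FPKM (y axis) and as listed in Supplementary Data 3 (x axis). Numbers in the circles are genes and lines mark the limit above 3 types, with 35 genes on the same side of both.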

When we examined the predicted upstream regulators and downstream targets of TCX2, we found that 75% are predicted to be cell-specific (expressed in ≤3 stem cell types), suggesting that TCX2 could be regulated and itself regulate targets in a cell type-specific manner. (Supplementary Data 3). Thus, to identify additional cell-specific regulators as well as targets of TCX2, we obtained mutants of the transcription factors (TFs) predicted to be TCX2’s first neighbors (i.e., directly upstream or downstream) that also had high NMS scores (Fig. 3c, Supplementary Data 3). Two of the genes, SHORTROOT (SHR), and SOMBRERO (SMB) have phenotypes in the stem cells of their loss-of-function mutants, while the loss-of-function mutant of STERILE APETALA (SAP) is homozygous sterile^23,25,27–29^. Additionally, a quadruple mutant of REVOLUTA (REV) together with three other xylem regulators results in missing xylem layers^30^. Further, we obtained loss-of-function mutants of GATA TRANSCRIPTION FACTOR 9 (GATA9), AT1G75710, ORIGIN OF REPLICATION COMPLEX 1B (ORC1B), ANTHOCYANINLESS 2 (ANL2), and REPRODUCTIVE MERISTEM 28 (REM28), which showed root stem cell phenotypes (Fig. 3c, Supplementary Fig. 5). We were able to validate that TCX2 was differentially expressed in *gata9, at1g75710, rev, orc1b*, and *anl2* mutants using qPCR as well as in the SHR overexpression line^23^. Further, we performed FACS coupled with RNA-Seq on the 4 marker lines (WOX5:GFP, CYCD6:GFP, FEZ:FEZ-GFP, and TMO5:3xGFP) that we crossed into the *tcx2* mutant to determine the effect of TCX2 on its predicted downstream stem-cell-specific targets. In addition, we performed RNA-Seq on tissue from the stem cell area of the *tcx2* mutant (Supplementary Data 5). Using these data, we were able to validate that 77.8% of the predicted direct targets of TCX2 are differentially expressed in the *tcx2*-mutant stem cells. Further, 41.5% of these edges are predicted in the correct cell type, and of those edges predicted in the correct cell type that had a predicted sign, 58.3% of the edge signs are correctly predicted (slightly better than randomly assigning edge signs, which would have a 50% rate of success). To validate some of the direct interactions between TCX2 and its downstream targets, we mined a published DAP-Seq dataset from Arabidopsis leaves^31^ and were able to confirm that TCX2 can directly bind 15.1% of its predicted direct targets (Fig. 3c, Supplementary Data 4). Overall, these results suggest TCX2 orchestrates coordinated stem cell divisions through stem-cell-specific regulatory cascades.

### TCX2 network changes over time to regulate cell division

Given that most of the validated upstream regulators of TCX2 are stem-cell-type-specific (Supplementary Data 3), we propose that these stem-cell-specific regulators modulate the dynamics of TCX2 expression in individual cell types. 

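Of the upstream regulators for which the paper reports a change of TCX2 expression in a mutant or an overexpression line, all 6 (SHR, GATA9, AT1G75710, REV, ORC1B and ANL2) were enriched in 3 or fewer types by mean FPKM, and 5 of them are so in the paper's list. With types more than 2-fold above NSCs, SHR was in 4 types and ORC1B in 5, and the other 4 genes stayed in 3 or fewer. By the rule of within 2-fold of the highest mean FPKM, SHR was enriched in Xyl alone, with a log2 fold change to NSCs of 5.56 (SE 0.66, adjusted p = 5.90e-07), and was also past the threshold in CSCs compared to NSCs, at 2.94 (adjusted p = 0.00200). By the same rule GATA9 (AT4G32890) was enriched in Epi/LRC alone, at 193 ± 94.0 FPKM (SD, n = 3) and a log2 fold change of 3.13 (SE 0.81, adjusted p = 0.00531). AT1G75710 was at 104 ± 11.1 FPKM (SD, n = 3) in CSCs, 77.7 ± 25.3 (SD, n = 3) in Epi/LRC and 53.8 ± 18.0 (SD, n = 3) in the QC. REV (AT5G60690) was at 28.9 ± 8.41 FPKM (SD, n = 4) in Xyl and 26.3 ± 7.33 (SD, n = 3) in CSCs, a difference within the spread between replicates. ORC1B (AT4G12620) was at 14.4 ± 1.57 FPKM (SD, n = 4) in Xyl and 8.76 ± 4.69 (SD, n = 3) in CSCs. ANL2 (AT4G00730) was at 35.5 ± 2.59 FPKM (SD, n = 3) in CSCs and 32.6 ± 3.16 (SD, n = 3) in Epi/LRC, and its difference to NSCs in CSCs (log2 fold change 1.56, adjusted p = 0.0412) fell short of the threshold in 5 of the 28 fits that each left out a sample. SMB (AT1G79580) was at 85.5 ± 42.8 FPKM (SD, n = 3) in Epi/LRC and 57.5 ± 25.2 (SD, n = 3) in CSCs, and was enriched in neither compared to NSCs. SAP (AT5G35770) was at 9.27 ± 3.71 FPKM (SD, n = 3) in the CEI and 0.147 ± 0.207 FPKM (SD, n = 4) in NSCs.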

In turn, changes in TCX2 dynamics correlate with changes in expression of its downstream targets (Fig. 3c, d). Thus, we hypothesized that different dynamics of TCX2 in specific stem cells, as well as changes in TCX2 expression, could be used to predict when each stem cell population divides.

If TCX2 expression is dynamically changing over time in a cell-specific manner, we would predict that the TCX2 GRN also changes temporally. Specifically, we could expect that TCX2 differentially regulates its targets in specific cell types at certain times depending on its expression levels. Thus, to determine if the TCX2 regulatory network changes over time, we first selected 176 genes of interest that were differentially expressed in the *tcx2* root tip sample (Supplementary Data 5) as well as enriched in the stem cells, as these are most likely to be downstream of TCX2 across different stem cell populations. We inferred GRNs using a time course of the root meristem that is stem-cell-enriched (hereinafter referred to as the stem cell time course, see Methods) to predict one network per time point (every 8 h from 4 to 6 days). We found that genes in the first-neighbor network of TCX2 have different predicted regulations depending on the time point. Specifically, most of the regulations to and from TCX2 are predicted to occur between 4 days (4D) and 5 days (5D), which is the developmental time at which many stem cell divisions take place^23^ (Supplementary Fig. 6). Thus, since our gene expression data suggest that loss of TCX2 function correlates with an increase in stem cell division, we hypothesized that most of the TCX2-regulated stem cell division is occurring between 4D 16H and 5D when the largest decrease in TCX2 expression occurs (Supplementary Fig. 6).

To test how these time- and cell-specific GRNs affect TCX2 expression and therefore cell division, we built a mechanistic model of the GRNs predicted every 8 h from 4D to 5D (see Methods and Supplementary Information). We used our stem cell time course to determine the stem-cell-specific networks at each time point and constructed equations for each gene in the network (Fig. 4a, Supplementary Fig. 7). Unlike our GRN, which only predicts the regulations in each cell at each time point, our Ordinary Differential Equation (ODE) model converts the network prediction into a quantitative model of gene expression. Thus, this model allowed us to quantify how TCX2 dynamics change over time and to correlate significant changes in expression with cell division. Our model included the possibility of some of the proteins moving between cell types, as this is a known local signaling/cell-to-cell communication mechanism^28,32^. Specifically, we used scanning Fluorescence Correlation Spectroscopy (Scanning FCS) and observed that TCX2 does not move between cells, thus suggesting a cell-autonomous function, while observed movement of WOX5^33^ and CRF2/TMO3 between cells is in line with a non-cell-autonomous function (Supplementary Fig. 8). As our sensitivity analysis predicted that the oligomeric state of TCX2 in the Xyl, diffusion coefficient of WOX5 from the CEI to the QC, and diffusion coefficient of WOX5 from the QC to the Xyl were three of the most important parameters in the model, we experimentally determined these parameters (Supplementary Fig. 8, Supplementary Data 6). Given that our network and time course data predict that TCX2-mediated cell division is tightly coordinated and controlled between 4D 16H and 5D, we wanted to ensure that we accurately measured TCX2 dynamics in this time period to produce the best predictive model of stem cell division. To this end, we quantified the expression of the TCX2:TCX2-YFP marker in different stem cells every 2 h from 4D 18H to 4D 22H (hereinafter referred to as the YFP tracking data) (Fig. 4b, see Methods). We then used the average expression of TCX2 in each cell at each time point to estimate parameters in our model (Supplementary Data 7). The result of this model is thus a spatiotemporal map of the expression dynamics of TCX2 and its predicted first neighbors. Given that TCX2 expression has previously been shown to disappear 1–2 h before stomatal division^13^, we reasoned that we could use our model of TCX2 expression to predict when stem cell division occurs in the root.

**Fig. 4:**
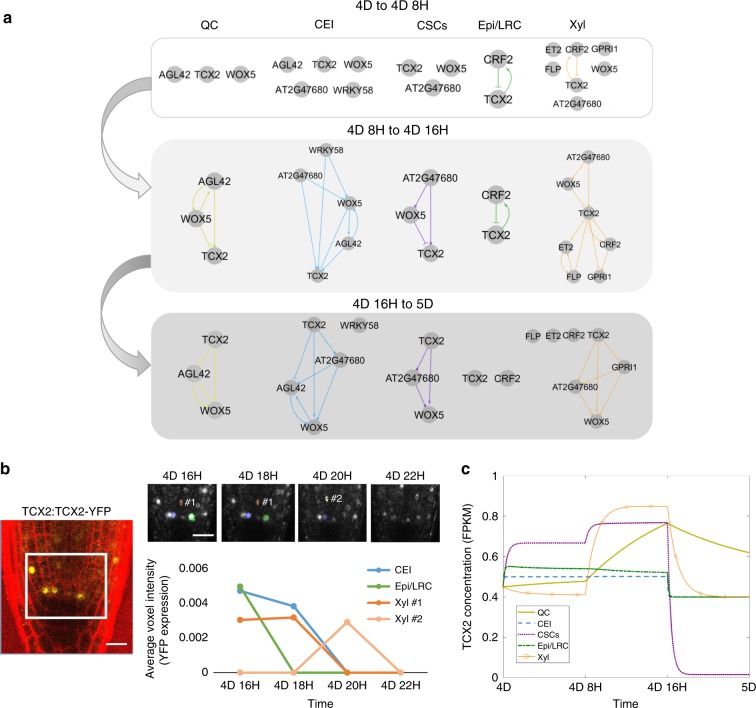
Mathematical modeling of TCX2 network predicts timing of cell division. **a** TCX2 first-neighbor TF networks predicted using RTP-STAR on the stem cell time course for 4 day (4D) to 4 days 8 h (4D 8H) (top), 4D 8H to 4D 16H (middle), and 4D 16H to 5D (bottom). Networks are separated based on the cell type the genes are expressed in: QC (yellow), CEI (blue), CSCs (purple), Epi/LRC (green), Xyl (orange). Arrows represent predicted activation, bars inferred repression, and circles no inferred sign. **b** (left) Representative image of TCX2:TCX2-YFP at 4D 16H. White box represents the stem cell niche were cells were tracked over time. Scale bar = 20 µm. (right, top) YFP-positive cells tracked every 2 h from 4D 16H (left) to 4D 20H (right). Stem cells that were tracked are marked in blue (CEI), green (Epi/LRC), and orange (Xyl). Two Xyl cells were tracked, #1 and #2. All of these four stem cells had no measurable YFP expression at 4D 22H. (right,bottom) Quantification of YFP expression in tracked cells. **c** ODE model prediction of cell-specific TCX2 expression from 4D to 5D. FPKM: fragments per kilobase per million mapped reads.

Our model predicts that there is a significant (fold-change >1.5) increase in TCX2 expression specifically in the QC and Xyl between 4D 8H and 4D 16H. After this time, our model predicts that the expression of TCX2 in the QC does not significantly decrease and is significantly higher than in all of the actively dividing stem cells (Fig. 4c, Supplementary Data 8). Given that the QC is relatively mitotically inactive, this suggests that high levels of TCX2 correlate with a lack of QC division. This prediction is supported by our YFP tracking data, which shows that half of the QC cell clusters have either relatively constant or increased TCX2 expression between 4D 16H an 5D (Supplementary Fig. 9). Meanwhile, TCX2 expression is predicted to significantly decrease between 4D 16H and 5D in both the Xyl and CSCs, suggesting that these cells divide during this time. This prediction is also supported by our YFP tracking data showing that the majority of Xyl and CSCs cells have low TCX2 expression after 4D 20H (Supplementary Fig. 9). In contrast, the CEI and Epi/LRC show only a modest decrease in TCX2 expression between 4D 16H and 5D. This could be due to only some of these cells dividing at that time, as our YFP tracking data show a large amount of variation in TCX2 expression in these cell populations (Supplementary Fig. 9). Taken together, our model and experimental data both suggest that TCX2 not only initiates the division of the actively dividing stem cells, but it also inhibits the division of the QC during the same timeframe, through an unknown mechanism. Further, our results allow us to narrow the timing of TCX2-induced stem cell division to a 4-hour window, between 4D 20H and 5D.

## Discussion

Here, we unraveled the communication between stem-cell-specific and stem-cell-ubiquitous networks in the Arabidopsis root through a combination of transcriptomic profiling, GRN inference, biological validation, and mathematical modeling. Our stem cell transcriptional profile revealed that there is both a stem-cell-specific profile that likely provides the foundation for stem cell identity networks as well as a stem-cell-ubiquitous profile that encodes the unique properties shared by all stem cells, such as their ability to asymmetrically divide. Further, our GRN inference predicted that these stem-cell-specific and stem-cell-ubiquitous networks are connected, with the stem-cell-ubiquitous regulators potentially coordinating the downstream stem-cell-specific mechanisms.

Using our network motif score, we identified TCX2 as an important stem-cell-ubiquitous gene that regulates stem cell division by coordinating stem-cell-specific regulatory networks. We validated that TCX2 regulates stem-cell-specific genes through transcriptionally profiling some of the stem cell populations in the *tcx2* mutant, supporting that stem-cell-ubiquitous and stem-cell-specific genes work together to coordinate cell division. Specifically, we were able to validate that 77.8% of the predicted direct targets of TCX2 are differentially expressed in the *tcx2* mutant, 44.5% are predicted in the correct cell type, 58.3% have the correct sign, and 15.1% are directly bound by TCX2. Our results showed that most of the stem cell markers are mis-expressed in other stem cells in the *tcx2* mutant (Fig. 3), suggesting that either TCX2 could affect the stem-cell-specific localization of some of these genes or that their cell identity is delayed.

We showed that *tcx2* mutants have additional cell divisions in all stem cell populations, misexpression of known stem-cell-specific marker genes, and higher expression of the cell-cycle marker CYCB1;1. Further, our ODE model of the TCX2 GRN illustrated that we can use TCX2 expression to predict the timing of stem cell division. Specifically, our model and TCX2:TCX2-YFP tracking support that a drop in TCX2 expression in most of the stem cell populations between 4D 16H and 5D correlates with stereotypical stem cell division. In contrast, TCX2 levels are relatively stable during this time in the relatively mitotically inactive QC. This is supported by our stem-cell-specific profiling of the *tcx2* mutant, which shows that many cell-cycle genes, including members of the CYCLIN and CYCLIN DEPENDENT KINASE families, are differentially expressed in different stem cell types (Supplementary Data 5). TCX2 is a DNA-binding CHC-domain protein, whose sole homologue in animals, LIN54, is a dedicated member of the DREAM complex^13^. The best-characterized animal DREAM complexes repress cell-cycle gene expression similar to what we observed in the Arabidopsis root. In plants, the number of CHC-domain proteins has expanded, and there is evidence for both redundancy and specialization in the family^13,34^. For example, in the leaf stomatal lineage TCX2 and its closest homologue are redundantly required for division and lineage progression in each of several different cell types^13^. The relatively mild division phenotype we observe in *tcx2* root stem cells suggests that other members of the CHC family, perhaps associated with different formulations of the DREAM complex, also contribute to division regulation. It remains an open question whether TCX2 acts globally to coordinate cell divisions across stem cell types, or if it has separate cell-autonomous functions in each of these different cell types.

Taken together, our results provide evidence that cell-ubiquitous genes and global signaling mechanisms are important for maintaining stem cell identity and plasticity.

## Methods

### Lines used in this study

A list of T-DNA insertion lines used in this study is provided in Supplementary Data 9. All T-DNA insertion lines were obtained from the Arabidopsis Biological Resource Center (ABRC: https://abrc.osu.edu/). The marker lines used in this study are described as follows: WOX5:GFP^22^, CYCD6:GFP^23^, J2341:GFP^35^, FEZ:FEZ-GFP^25^, TMO5:3xGFP^26^, CVP2:NLS-VENUS^36^, AGL42:GFP^37^. The TCX2:TCX2-YFP translation fusion is described in ref. ^13^, the WOX5:WOX5-GFP translational fusion is described in ref. ^38^, the CYCB1;1:CYCB1;1-GFP translational fusion is described in ref. ^21^, and the TMO3:TMO3-GFP translational fusion is described in ref. ^39^.

### Stem cell transcriptional profile

Three to four biological replicates were collected for each marker line. For each biological replicate, 250–500 mg of seed were wet sterilized using 50% bleach, 10% Tween and water and stratified at 4 °C for 2 days. Seeds were plated on 1× MS, 1% sucrose plates with Nitex mesh and grown under long day conditions (16 h light/8 h dark) at 22 °C for 5 days. Approximately 1–2 mm of the root tip was cut and protoplasted using a solution containing cellulase and pectolyase. GFP-positive cells were collected using a Dako Cytomation MoFlo using the gates provided in Supplementary Fig. 10. For the non-stem cell control, the GFP-negative cells from the AGL42:GFP line were collected. RNA was extracted using the Qiagen RNEasy Micro Kit. Libraries were prepared using the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing and Low Input Library Preparation Kit (Clontech)^35^. Libraries were sequenced on an Illumina HiSeq 2500 with 100 bp single-end reads. Reads were mapped and FPKM (fragments per kilobase per million mapped reads) values were obtained using Bowtie, Tuxedo, and Rsubread^40^. Data are available on Gene Expression Omnibus (GEO: https://www.ncbi.nlm.nih.gov/geo/), accession #GSE98204.

Differential expression analysis was performed using PoissonSeq^40,41^. First, stem cell-enriched genes were identified as being enriched (q-value < 0.06 and fold-change > 2) in any one stem cell population compared to the non-stem cell control (q-value cutoff of 0.06 was chosen since one of the marker genes, WOX5, had q-value 0.058). 

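With limma on log2(FPKM + 1), the log2 fold change of WOX5 in the QC compared to NSCs was 5.53 (SE 0.87, adjusted p = 9.25e-05). The pseudocount moved the adjusted p most, to 0.0113 with 0.1 in place of 1, and over the other alternatives with all samples it lay between 4.70e-05 and 0.000669. With each sample left out in turn it lay between 1.13e-06 and 0.00104. At an adjusted p under 0.05 in place of 0.06, 7376 genes were enriched in at least 1 population.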

Then, genes were classified as enriched in each stem cell type if they had fold-change > 2 (enrichment criteria set based on the marker genes) in that stem cell type versus all other stem cell types. If genes were equally expressed in more than one stem cell type, they were considered enriched in multiple stem cell types. All differentially expressed genes are reported in Supplementary Data 1. The Venn diagram in Fig. 1c displaying the proportions of genes enriched in each stem cell was constructed using InteractiVenn^42^ (http://www.interactivenn.net/).

### Gene regulatory network inference

The Regression Tree Pipeline for Spatial, Temporal, and Replicate data (RTP-STAR) was used for all network inference. The pipeline consists of three parts: spatial clustering using the *k-*means method^43^, network inference using GENIE3^44^, and edge sign (positive/negative) inference using the first order Markov method^11^. An earlier version of this pipeline was used to infer GRNs of root hair development^45^. This pipeline is implemented in MATLAB and available from https://github.com/nmclark2/RTP-STAR.

For the SCN GRN (Fig. 2), networks were inferred for each stem cell separately (resulting in six networks, one for each stem cell) and then combined to form the final network. For the stem-cell-specific networks, only the genes enriched in that specific stem cell were used in the network inference. If genes were enriched in multiple stem cells, they were included in all of those individual stem cell networks (e.g., TCX2, which is enriched in all of the stem cells except Protophlo, was included in five of the six stem cell networks). Genes were first clustered using the mean expression of each gene in each stem cell. Then, network inference was performed using GENIE3 on only the replicates from that specific stem cell and the SCN marker (e.g., for the QC-enriched cells, only the WOX5:GFP and AGL42:GFP replicates were used). After network inference, the number of edges in the network was trimmed based on the proportion of transcription factors (more transcription factors = more edges kept). Finally, the sign of the edge was determined using a previously published time-course dataset of Arabidopsis root stem cells collected from 3-day to 7-day-old plants^11^.

For the time point-specific GRNs (Fig. 4 and Supplementary Fig. 6), we used genes DE in the *tcx2*-mutant root tissue sample and enriched in the stem cells. Clustering was performed as for the SCN GRN using mean gene expression in each stem cell. Network inference was performed using the biological replicates from each time point from our stem cell time course collected every 8 h from 4-days to 6-days-old (see Stem cell time-course section for more details). Edge sign was determined using this same time course but using mean expression in all of the timepoints. One network was built using the biological replicates for each time point and then combined. 

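The genes of the model differed in how firmly the stem cell types could be called. FLP (AT1G14350) was at 58.7 ± 9.16 FPKM (SD, n = 4) in Xyl, 31.6 ± 15.8 (SD, n = 3) in CSCs and 2.55 ± 1.07 (SD, n = 4) in NSCs. CRF2 (AT4G23750) was at 70.1 ± 17.0 FPKM (SD, n = 4) in Xyl, 57.8 ± 33.2 (SD, n = 3) in Epi/LRC and 11.9 ± 6.92 (SD, n = 4) in NSCs. ET2 (AT5G56780) was past the threshold compared to NSCs in Xyl alone, at 5.78 ± 1.63 FPKM (SD, n = 4) and a log2 fold change of 2.02 (SE 0.57, adjusted p = 0.00561), and was at 3.19 ± 5.32 (SD, n = 3) in CSCs, within 2-fold of Xyl. AT2G47680, GPRI1 and WRKY58 were past the threshold in 0 of the 7 populations. AT2G47680 was at 10.6 ± 11.7 FPKM (SD, n = 3) in CSCs, 10.2 ± 7.11 (SD, n = 3) in the CEI and 8.22 ± 2.88 (SD, n = 4) in Xyl. GPRI1 (AT2G20570) was highest in Protophlo, at 3.17 ± 2.58 FPKM (SD, n = 4), and listed at 0 in every sample of Epi/LRC, CSCs and the QC. WRKY58 (AT3G01080) was highest in the CEI, at 1.20 ± 1.24 FPKM (SD, n = 3), and listed at 0 in every sample of the SCN, Epi/LRC, CSCs and the QC.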

In Fig. 4, the stem cell transcriptomic data was used to determine the stem cell type of each edge.

Due to the pseudo-random nature of *k*-means clustering (i.e., the first clustering step is always random), 100 different clustering configurations (numiter = 100 in RTP-STAR parameters) were used for network inference. For the stem cell transcriptional network, edges that appeared in at least 1/3 of the 100 different networks (maxprop = 1/3 in RTP-STAR parameters) were retained in the final network as this cutoff resulted in a scale-free network. This parameter was set to edges that appeared in at least 45% of the 100 different networks (maxprop = 0.45 in RTP-STAR parameters) for the time point-specific GRNs.

All parameters used to infer these networks in RTP-STAR are included in Supplementary Data 10. All files used to perform GRN inference are available on figshare (see Data Availability section). All network visualization was performed using Cytoscape (http://cytoscape.org/).

### Network Motif Score (NMS)

Five different motifs were used to calculate the NMS namely feed-forward loops, feedback loops, diamond, bi-fan, and multilayer motifs^15–17^ (Supplementary Fig. 2). All motifs were significantly enriched in the SCN GRN relative to a randomly generated network of the same size. First, the number of times a gene appeared in each motif was counted using the NetMatchStar app^46^ in Cytoscape. Then, the counts were normalized to a scale from 0 to 1 and summed to calculate the NMS for each gene. The most functionally important genes are those that have high NMS scores.

### Biological validation

Confocal imaging was performed on a Zeiss LSM 710. Cell walls were counterstained using propidium iodide (PI). Corrected Total Cell Fluorescence (CTCF) was calculated to determine the intensity of cells expressing a fluorescently tagged protein. To complete these measurements, the confocal settings (gain, digital offset, laser percentage) were left constant for the entirety of the experiment. Imaging software (ImageJ) was used to measure the CTCF, which is defined as (Integrated density of GFP)/(Area of selected cells * Mean fluorescence of background) where background is a region of the root with no GFP^47^. The CTCF was divided by the area of the cells (CTCF/area) before performing statistics to account for different numbers of cells selected in each image. When counting cells with GFP expression, a local auto threshold using the Phansalkar method was applied in ImageJ to the GFP channel before counting.

For qPCR, total RNA was isolated from approximately 2 mm of 5-day-old Col-0, *gata9-1, gata9-2, at1g75710-1, at1g75710-2, rev-5, orc1b-1, orc1b-2, anl2-2* and *anl2-3*, root tips using the RNeasy Micro Kit (Qiagen). qPCR was performed with SYBR green (Invitrogen) using a 7500 Fast Real-Time PCR system (Applied Biosystems) with 40 cycles. Data were analyzed using the ∆∆Ct (cycle threshold) method and normalized to the expression of the reference gene UBIQUITIN10 (UBQ10). qPCR was performed on two technical replicates of two to three independent RNA samples (biological replicates). Differential expression was defined as a *p* < 0.05 using a z-test with a known mean of 1 and standard deviation of 0.17 (based on the Col-0 sample). Primers used for qPCR are provided in Supplementary Data 11. SHR regulation of TCX2 was validated using data from^20^.

### Stem-cell-specific transcriptional profiling in *tcx2* mutant

Three biological replicates were collected for WOX5:GFP, CYCD6:GFP, FEZ:FEZ-GFP, and TMO5:3xGFP crossed into the *tcx2-2* or *tcx2-3*-mutant background. Seedlings were grown and roots were collected as described above. Libraries were sequenced on an Illumina HiSeq 2500 with 100 bp single-end reads. Reads were mapped and FPKM (fragments per kilobase per million mapped reads) values were obtained using Bowtie, Tuxedo, and Rsubread^40^. Differential expression analysis was performed using PoissonSeq^40,41^. To account for differences in library size between the stem cell transcriptional profile and the TCX2 cell-specific transcriptional profile, library sizes were normalized before differential expression was performed. A differential expression cutoff of q < 0.05 and fold-change > 2 was set based on the cutoff for the stem cell transcriptional profile. All differentially expressed genes are reported in Supplementary Data 1.

For the *tcx2-3* transcriptional profile, total RNA was isolated from approximately 2 mm of 5-day-old Col-0 and *tcx2-3* root tips using the RNeasy Micro Kit. cDNA synthesis and amplification were performed using the NEBNext Ultra II RNA Library Prep Kit for Illumina. Libraries were sequenced on an Illumina HiSeq 2500 with 100 bp single-end reads. Reads were mapped and differential expression was calculated as above, except the differential expression criteria were chosen as q < 0.5 and fold-change > 1.5 based on the values for TCX2, which was assumed to be differentially expressed in its own mutant background.

All differentially expressed genes are reported in Supplementary Data 5. Data for both the stem cell-type-specific profiling and root tip profiling are available on GEO, accession #GSE123984.

### TCX2:TCX2-YFP and CYCB1;1:CYCB1;1-GFP tracking

Confocal images of the TCX2:TCX2-YFP, CYCB1;1:CYCB1;1-GFP, and CYCB1;1:CYCB1;1-GFP x *tcx2* lines were obtained by imaging roots submerged in agar every 2 h. A MATLAB-based image analysis software (https://github.com/edbuckne/BioVision_Tracker) was used to detect, segment, and track individual cells expressing YFP/GFP in 3D time-course fluorescence microscopy images^48^. The average voxel intensity, which is a proxy for YFP/GFP expression, was measured as the average voxel value within the set of voxels describing a segmented cell.

### Scanning fluorescence correlation spectroscopy

Image acquisition for Scanning FCS was performed on a Zeiss LSM 880 confocal microscope. For Number and Brightness (N&B) on the TCX2:TCX2-YFP and 35S:YFP lines, the parameters were set as follows: image size of 256 × 256 pixels, pixel dwell time of 8.19 µs, and pixel size of 100 nm. The 35S:YFP line was used to calculate the monomer brightness and cursor size as described in^28,49^. For Pair Correlation Function (pCF) on the 35S:GFP, TCX2:TCX2-YFP and TMO3:TMO3-GFP lines, the parameters were set as follows: image size of 32 × 1 pixels, pixel dwell time of 8.19 µs, and pixel size between 100–500 nm. The movement index (MI) of the 35S:GFP line was used as a positive control. All analysis was performed in the SimFCS software as described in^28,49^.

### Stem cell time course

Two to three biological replicates were collected for each time point. For each biological replicate, 100–250 mg of PET111:GFP seed were wet sterilized using 50% bleach, 10% Tween and water and stratified at 4 °C for 2 days. Seeds were plated on 1× MS, 1% sucrose plates with Nitex mesh and grown under long day conditions (16 hr light/8 hr dark) at 22 °C for 4 days, 4 days 8 h, 4 days 16 h, 5 days, 5 days 8 h, 5 days 16 h, and 6 days. Roots were collected at the same time of day for all samples to minimize circadian effects. GFP-negative cells were collected as PET111:GFP marks only the differentiated columella, so collecting the surrounding GFP-negative cells results in a population of mostly stem cells. Protoplasting, cell sorting, RNA extraction, and library preparation were performed as described above. Libraries were sequenced on an Illumina HiSeq 2500 with 100 bp single-end reads. Reads were mapped and FPKM (fragments per kilobase per million mapped reads) values were obtained using Bowtie, Tuxedo, and Rsubread^40^. Data are available on Gene Expression Omnibus (GEO: https://www.ncbi.nlm.nih.gov/geo/), accession #GSE131988.

### Ordinary Differential Equation (ODE) modeling

ODE equations were constructed based on the GRNs shown in Fig. 4a. One set of equations was built for each gene in each cell type. The equations changed at 4D 8H and 4D 16H to account for the changes in the predicted network (as shown in Fig. 4a). If a sign was not predicted in the network, it was assumed that the regulation was positive (activation) in the model. A schematic showing the location of genes, and what proteins can move between cell types, is presented in Supplementary Fig. 7. All equations are provided in Supplementary Methods.

A sensitivity analysis was performed using the total Sobol index^28,50,51^. Sensitive parameters were defined as having a significantly higher (*p* < 0.05) total Sobol index than the control parameter using a Wilcoxon Test with Steel-Dwass for multiple comparisons. (Supplementary Data 6) The sensitive diffusion coefficients and oligomeric states were experimentally measured using scanning FCS. The remainder of the parameters were estimated either directly from the stem cell time course or by using simulated annealing^52^ on the stem cell time course. For simulated annealing, Latin hypercube sampling was used to sample the parameter space for a total of 50 sets of initial parameter estimates. Each set of initial estimates was fit to the residual function using simulated annealing with least squares (simulannealbnd function in MATLAB) for 5 min (total runtime = 250 min for 50 sets of initial estimates). The average of the 10 parameter values with the lowest error was used in the final model simulation. All parameter values, and how they were estimated, are reported in Supplementary Data 7. All MATLAB files used for the ODE model are available on figshare (see Data Availability section).

### Statistics

For all confocal phenotyping and RICS analyses, a two-tailed Wilcoxon test (for one comparison) or Steel-Dwass with control (for multiple comparisons) was used as some of the data did not follow a normal distribution. All exact *p*-values, test statistics, and sample sizes are included in Source Data.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information - to Accept

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Peer Review File

Reporting Summary

## Data Availability

Sequence data that support the findings of this study have been deposited in GEO with the primary accession codes #GSE98204, GSE123984, and GSE131988. The raw images and data used for GRN inference and biological validation are available in figshare [10.6084/m9.figshare.c.4539071.] The source data underlying Fig. 3 and Supplementary Figs. 3, 4, 5, 8, and 9 are provided as a Source Data file.

## Source Data

Source Data - for Accept

# Supplementary material for: Stem-cell-ubiquitous genes spatiotemporally coordinate division through regulation of stem-cell-specific gene networks
**Source:** Nat Commun. 2019 Dec 6;10:5574. doi: 10.1038/s41467-019-13132-2
**Supplement:** Supplementary file 1 — Supplementary Information - to Accept

**Clark et al: Stem-cell-ubiquitous genes spatiotemporally coordinate division through regulation of stem-cell-specific gene networks**

**Supplementary Information**

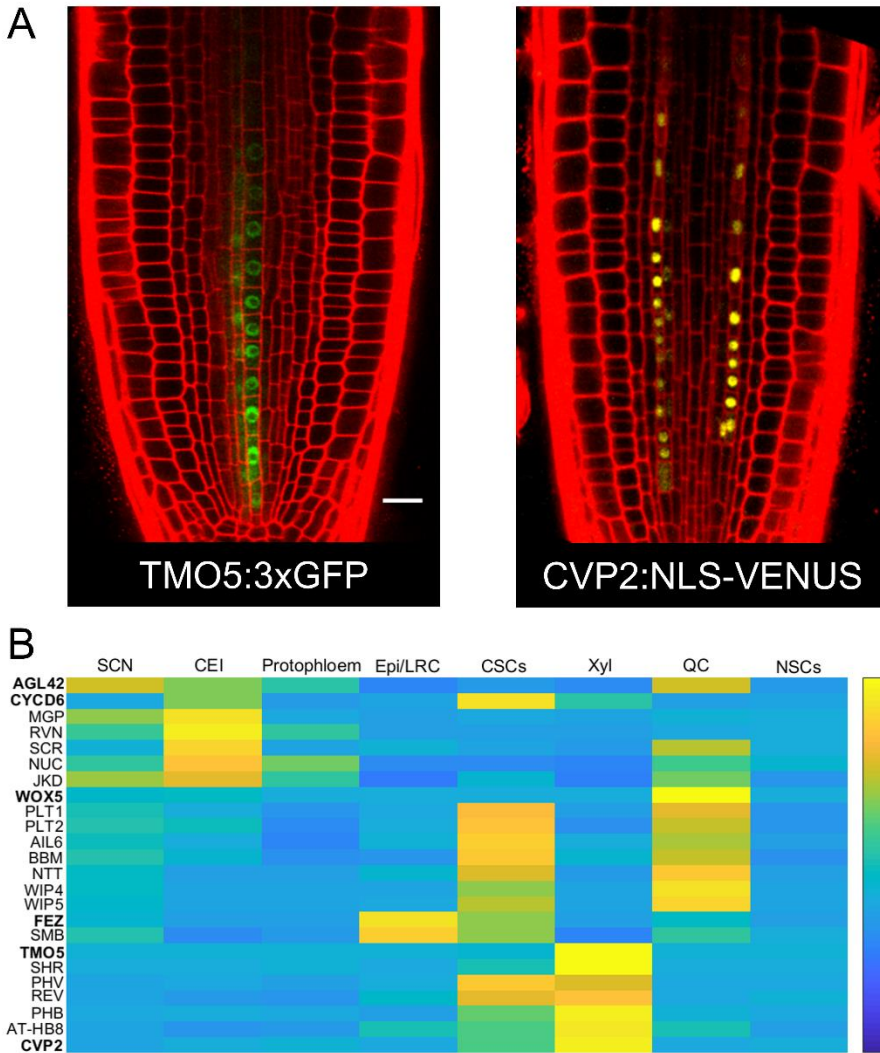

**Supplementary Figure 1. Expression of known genes in stem cells.** (A) Expression of TMO5:3xGFP (left) and CVP2:NLS-VENUS (right) markers in the meristem. Scale bar = 20 $\mu$ m. (B) Heatmap showing expression of known genes in the stem cells. SCN – stem cell niche; CEI – cortex endodermis initials; Epi/LRC – epidermis/lateral root cap initials; CSCs – columella stem cells; Xyl – xylem initials; QC – quiescent center, NSCs – non-stem cells. Expression is normalized to mean 0, variance 1 across rows. Color legend represents normalized expression values. Bolded genes are 5 of the 6 stem cell marker genes (the J2341:GFP line is an enhancer trap line and therefore cannot be measured transcriptionally).

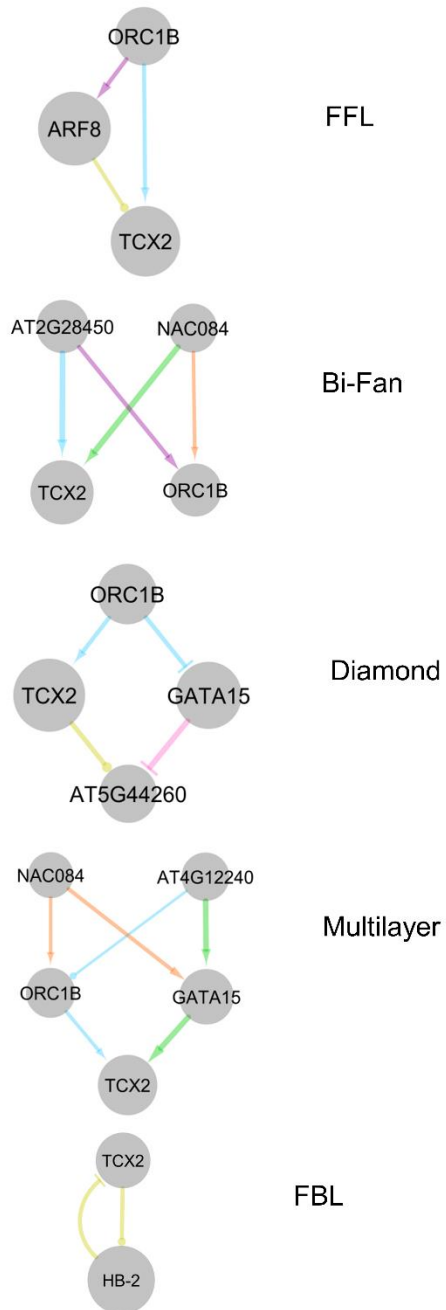

**Supplementary Figure 2. Motifs used to calculate the network motif score.** Examples of the motifs from the stem cell network are shown. FFL – feed forward loop, FBL – feedback loop.

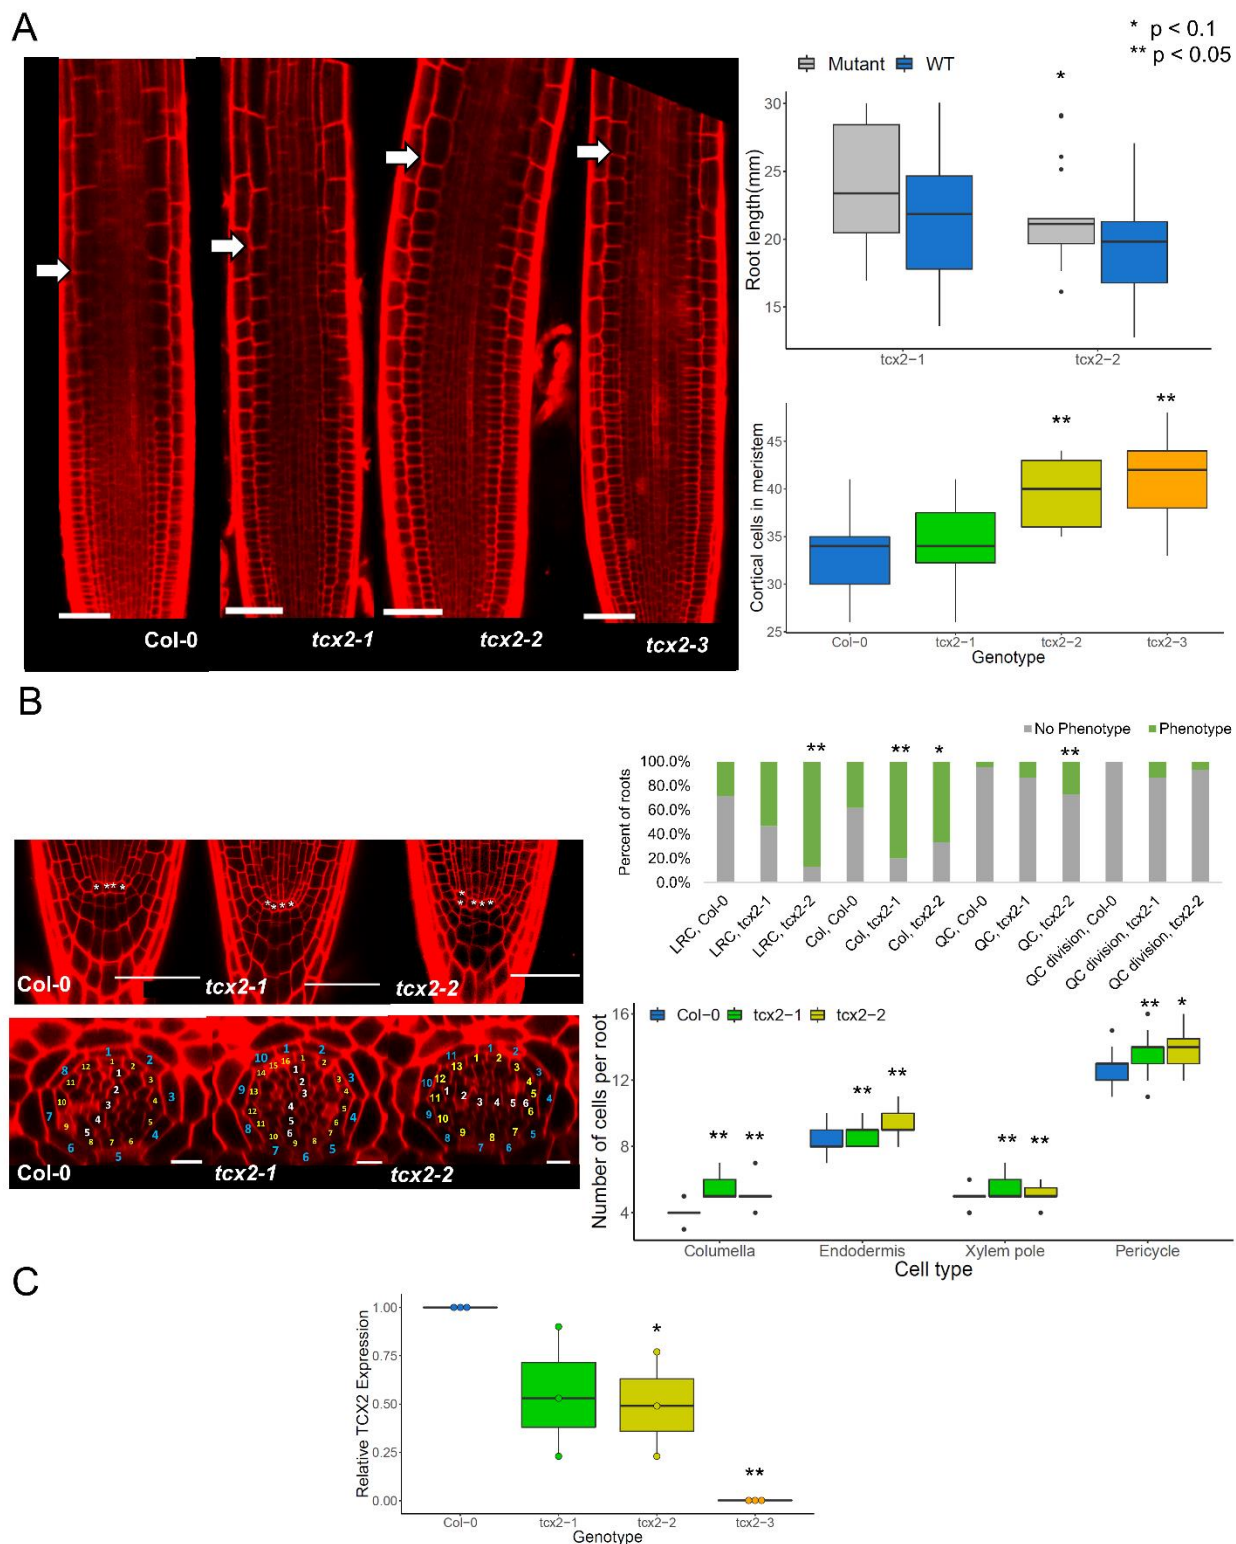

**Supplementary Figure 3. Additional *tcx2* mutant phenotypes.** (A) (left) Representative meristematic zone images of 5 day old WT and *tcx2* mutant alleles; Arrow denotes end of meristematic zone. Scale bar = 50  $\mu$ m. (right) Quantification of root length after 7 days (top)

(Col-0, n=18; *tcx2-1*, n=17; *tcx2-2*, n=18) and number of cortical cells in 5 day old roots (bottom) (Col-0, n=21; *tcx2-1*, n=14; *tcx2-2*, n=15; *tcx2-3*, n=17). \* denotes  $p < 0.1$ , \*\* denotes  $p < 0.05$ , Wilcoxon Test. Center line represents median; whiskers represent minimum and maximum excluding outliers. Black dots represent outliers. (B) (left) Representative medial longitudinal sections (top) and radial sections (bottom) of WT and *tcx2* mutant alleles. \* denotes QC cells. Blue numbers label endodermal cells, yellow pericycle, and white xylem. Top scale bar = 50  $\mu\text{m}$ , bottom scale bar = 10  $\mu\text{m}$ . (right) Quantification of phenotypes (Col-0, n=21; *tcx2-1*, n=15; *tcx2-2*, n=15). In top plot, green denotes the percent of roots that showed a phenotype, while gray denotes the percent of roots that did not show a phenotype. LRC, Col (Columella), QC refers to a cell disorganization phenotype in those cells. Center line represents median; box bounds represent 25<sup>th</sup> and 75<sup>th</sup> percentiles; whiskers represent minimum and maximum excluding outliers. Black dots represent outliers. (C) TCX2 expression in WT and the *tcx2* mutant alleles (n=3). Center line represents median; box bounds represent 25<sup>th</sup> and 75<sup>th</sup> percentiles; whiskers represent minimum and maximum. Colored dots represent individual data points. Source data are provided as a Source Data file.

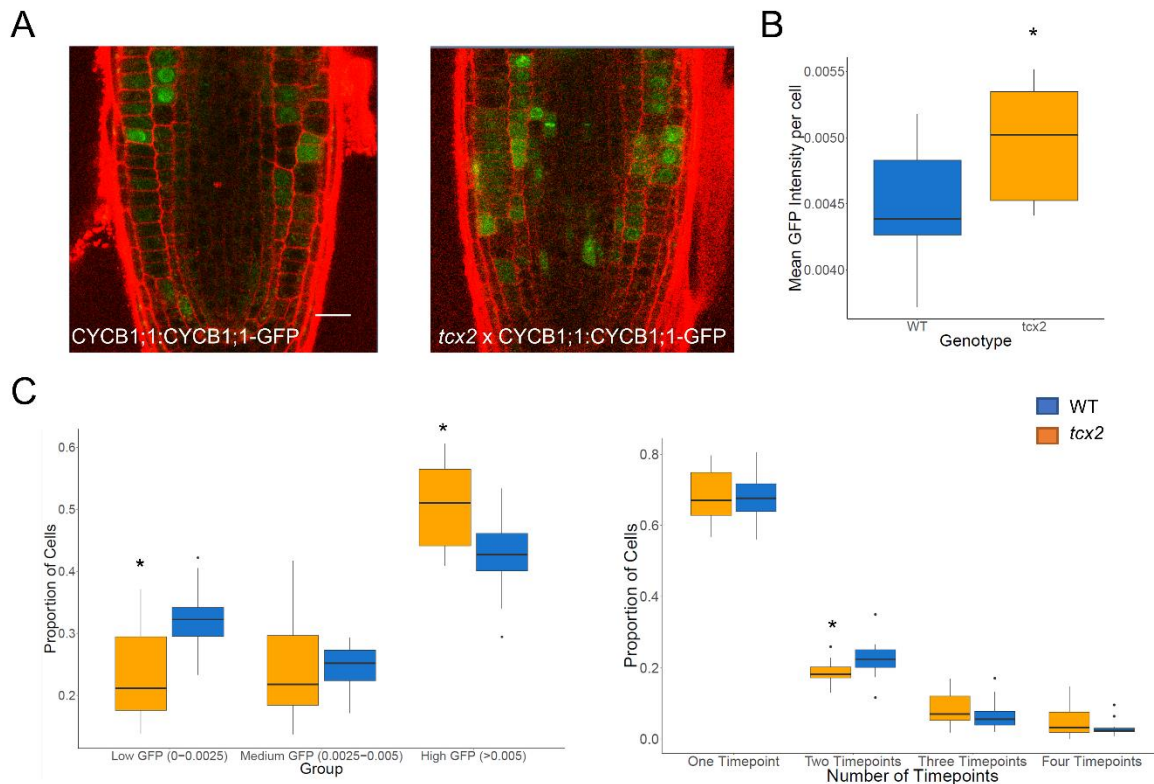

**Supplementary Figure. 4. CYCB1;1 expression in the *tcx2* mutant.** (A) Representative images of CYCB1;1:CYCB1;1-GFP translational fusion in WT (left) and *tcx2* mutant (right) backgrounds. Scale bar = 20  $\mu\text{m}$ . (B) Mean CYCB1;1 expression per cell in WT (blue, n=13 roots) and *tcx2* mutant (orange, n=13 roots). \* denotes  $p < 0.05$ , Wilcoxon test. Center line represents median; box bounds represent 25<sup>th</sup> and 75<sup>th</sup> percentiles; whiskers represent minimum and maximum. (C) Proportion of cells with certain GFP levels (left) and that have expression over consecutive time points (right). \* denotes  $p < 0.05$ , Wilcoxon test. Center line represents median; box bounds represent 25<sup>th</sup> and 75<sup>th</sup> percentiles; whiskers represent minimum and

maximum excluding outliers. Black dots represent outliers. Source data are provided as a Source Data file.

A

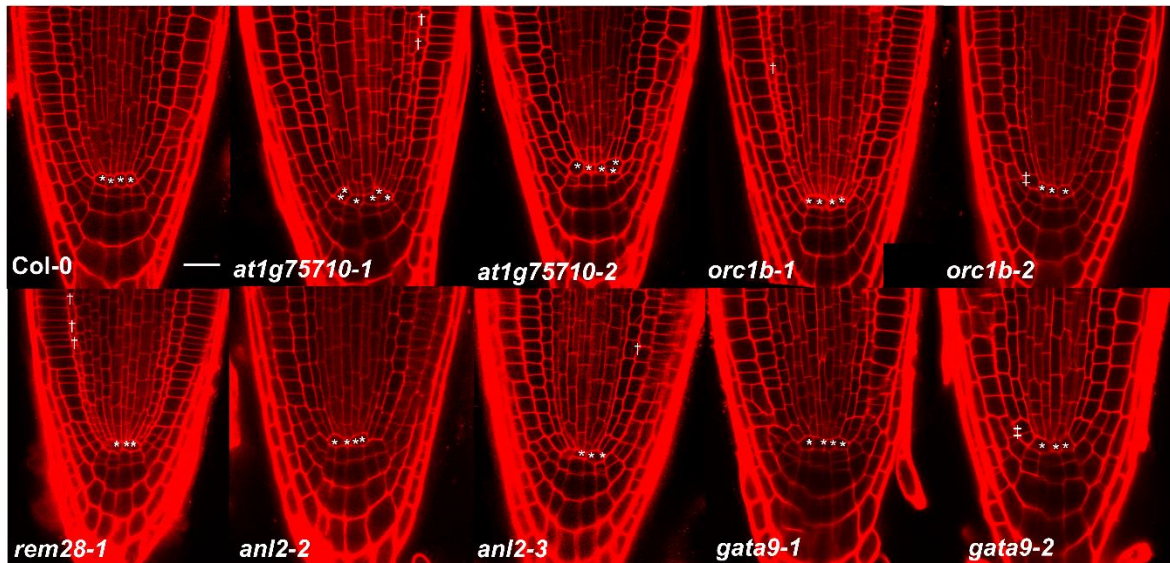

B

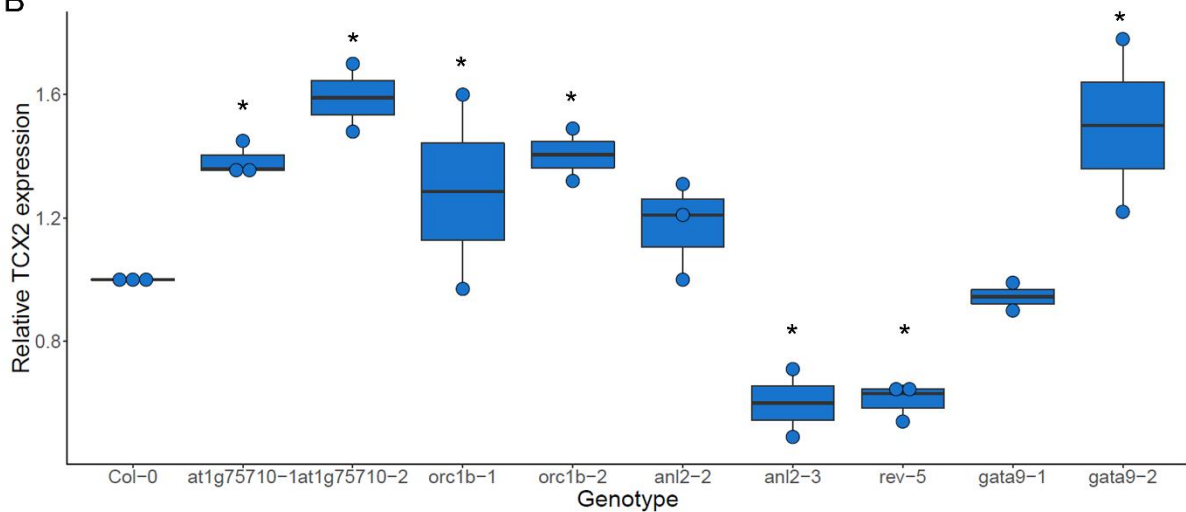

**Supplementary Figure 5. Biological validation of TCX2 regulators and targets.** (A) Medial longitudinal sections of 5 day old Col-0 and mutant plates. \* denotes QC, daggers denote extra endodermis divisions, and double daggers denote CEI cells that have not undergone periclinal divisions. Scale bar = 20  $\mu$ m. (B) qPCR of TCX2 expression in 5 day old Col-0 and mutant roots (n=2 or 3). \* denotes p<0.05, z-test compared to mean and standard deviation of Col-0. Center line represents median; box bounds represent 25<sup>th</sup> and 75<sup>th</sup> percentiles; whiskers represent minimum and maximum. Solid dots represent individual data points. Source data are provided as a Source Data file.

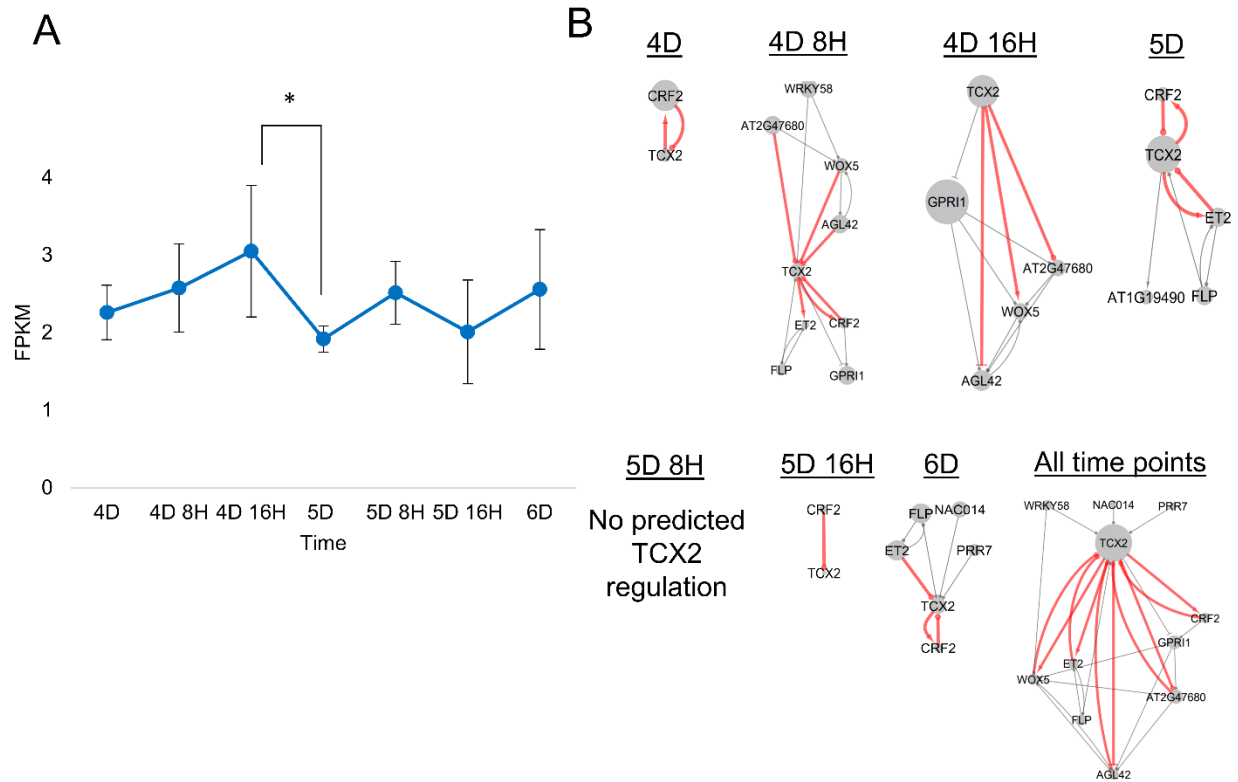

**Supplementary Figure 6. Time-varying TCX2 GRN.** (A) Time course of TCX2 expression in the stem cells. Average of 2-3 biological replicates is shown. \* denotes a 1.5-fold change in expression. Error bars are SD. (B) Time-varying first-neighbor TF network of TCX2 in the stem cells. One network is shown for each time point, with the last network (All time points) being the union of the previous 7 networks. Red edges occur at more than one time point, or form feedback loops. Node size represents outdegree in the GRN, not just the TF network shown here. Arrows represent predicted activation, bars predicted repression, and circles no predicted sign.

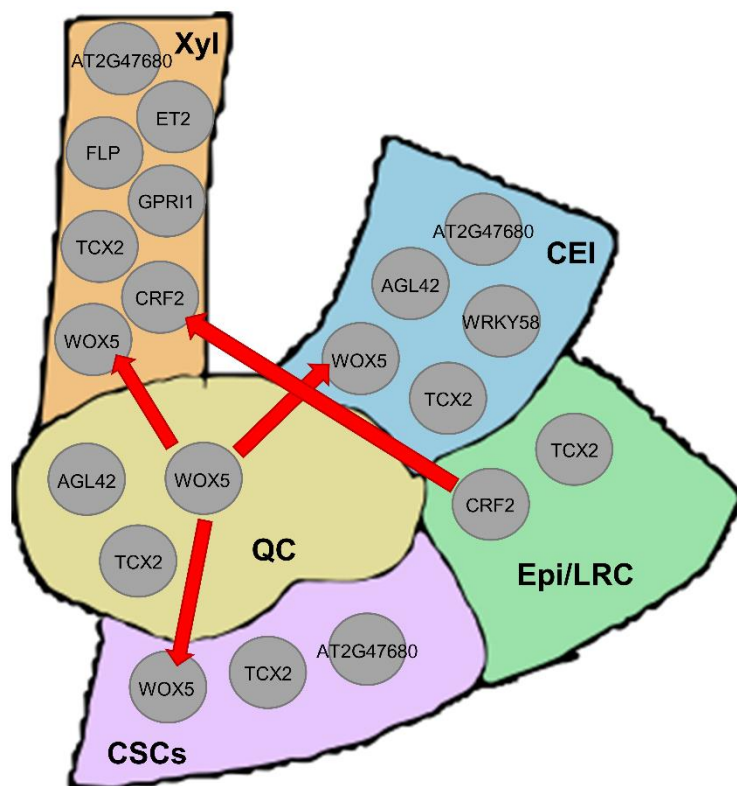

**Supplementary Figure 7. Spatial schematic of TFs involved in the TCX2 ODE model.** Red arrows represent movement of WOX5 and CRF2 protein between cell types.

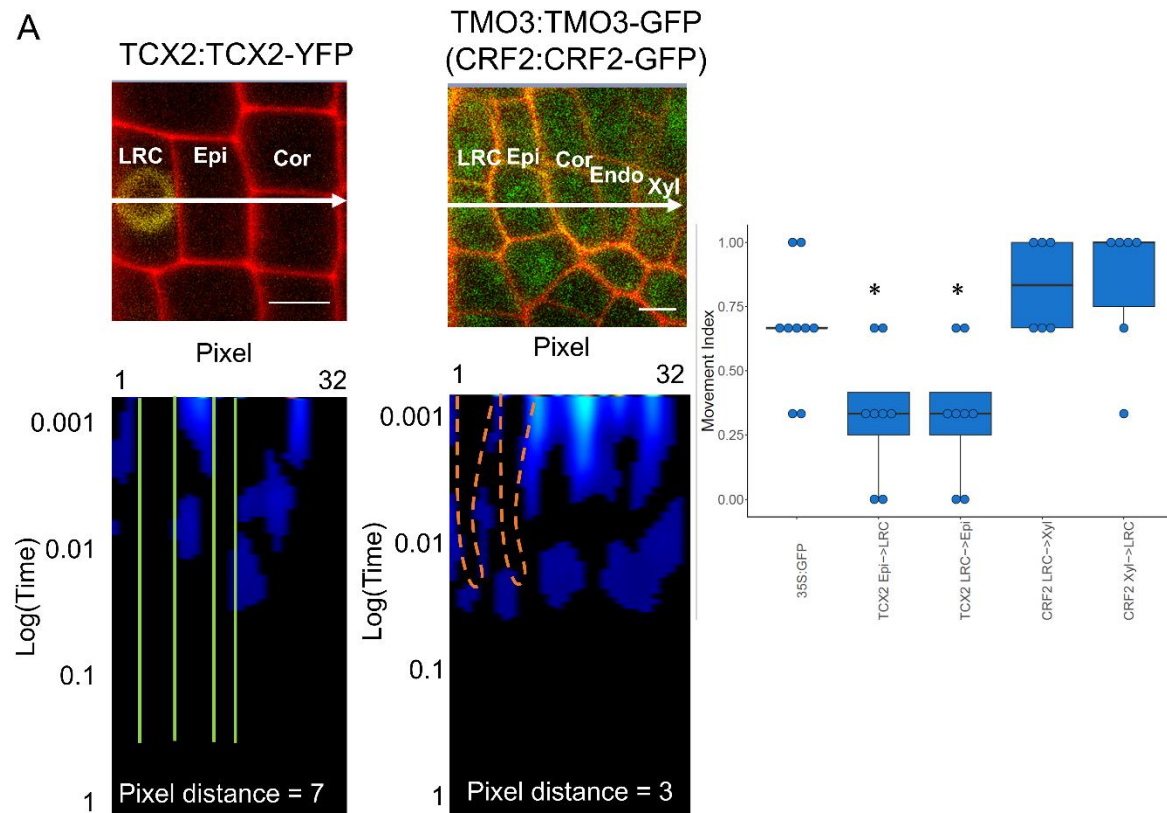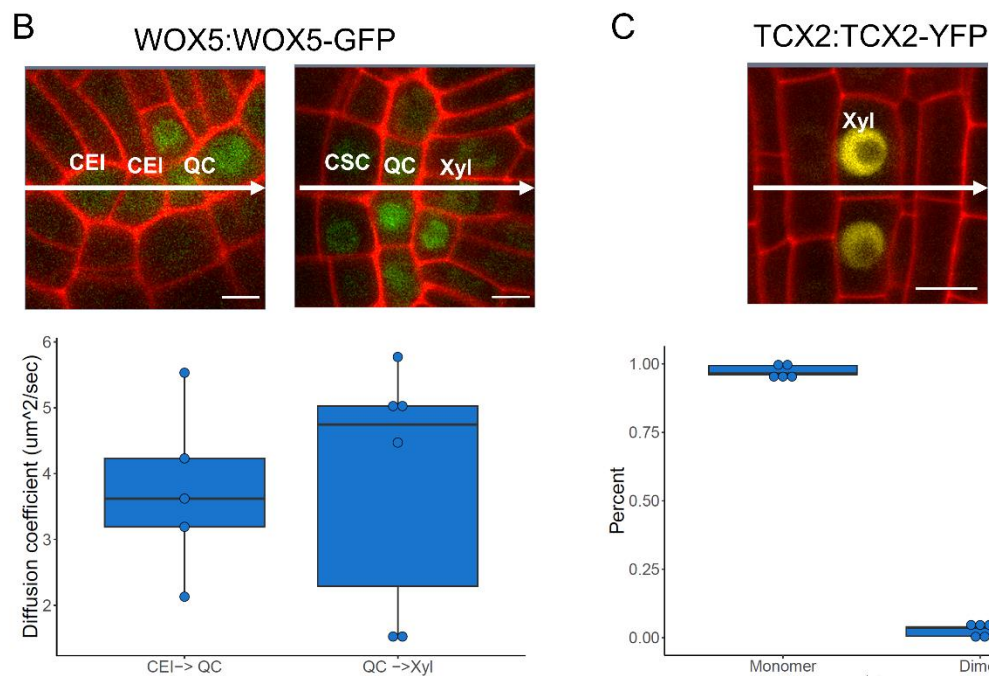

**Supplementary Figure 8. Quantification of protein movement and oligomeric state using scanning FCS.** (A) (left) Representative regions of interest (top) and pCF carpets (bottom) of TCX2:TCX2-YFP and TMO3:TMO3-GFP. Scale bar =  $5\mu\text{m}$ . Line shows location and direction

of the line scan. LRC- lateral root cap; Epi – epidermis; Cor – cortex; Endo – endodermis; Xyl – xylem. Green lines represent no movement, and orange arches represent movement. (right) Quantification of the movement index (MI) (n=6-9). \* denotes  $p < 0.05$ , Wilcoxon test with 35S:GFP as control. Center line represents median; box bounds represent 25<sup>th</sup> and 75<sup>th</sup> percentiles; whiskers represent minimum and maximum excluding outliers. Colored dots represent individual data points. (B) (top) Representative regions of interest of WOX5:WOX5-GFP measuring movement from CEI to QC (left) and QC to Xyl (right). Scale bar = 5 $\mu$ m. CEI – cortex endodermis initials; CSC – columella stem cells; QC – quiescent center. (bottom) Quantification of diffusion coefficient (n=6). Center line represents median; box bounds represent 25<sup>th</sup> and 75<sup>th</sup> percentiles; whiskers represent minimum and maximum excluding outliers. Colored dots represent individual data points. (C) (top) Representative region of interest of TCX2:TCX2-YFP measuring oligomeric state in the Xyl. Scale bar = 5 $\mu$ m. (bottom) Quantification of TCX2 oligomeric state in the Xyl (n=5). Center line represents median; box bounds represent 25<sup>th</sup> and 75<sup>th</sup> percentiles; whiskers represent minimum and maximum excluding outliers. Colored dots represent individual data points. Source data are provided as a Source Data file.

**CEI**  
**n=9**

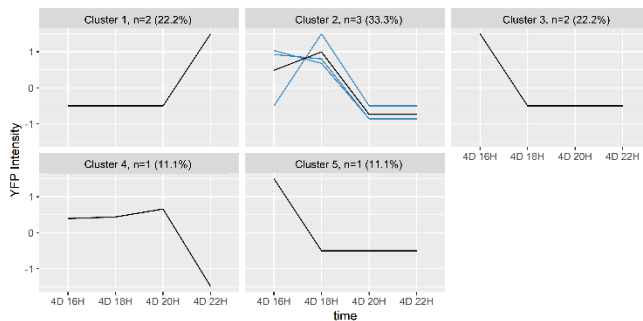

**CSCs**  
**n=34**

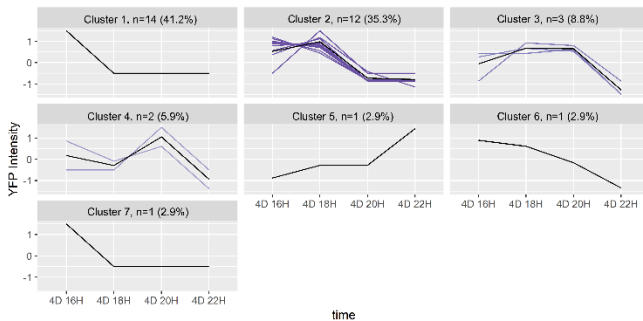

**Epi/LRC**  
**n=43**

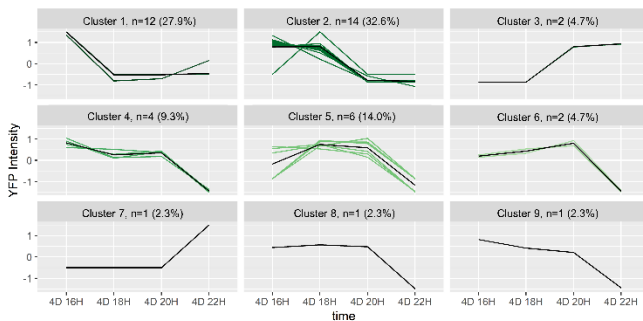

**QC**  
**n=10**

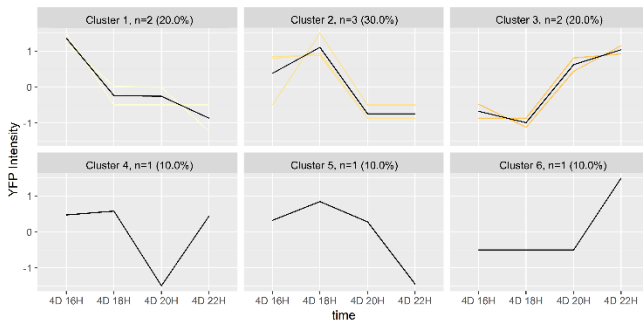

**Xyl**  
**n=36**

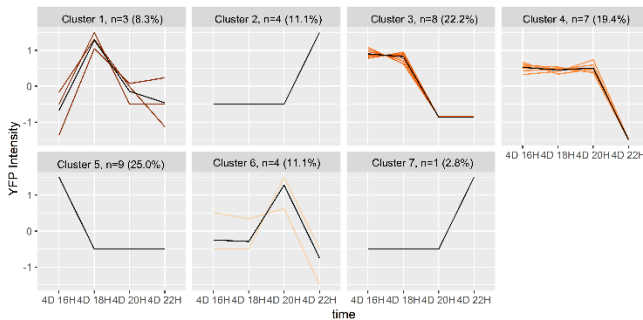

**Supplementary Figure 9. Supervised clustering of tracked TCX2:TCX2-YFP cells.**

Supervised clustering of cells tracked across n=21 TCX2:TCX2-YFP roots. Each line represents one cell that was tracked. Numbers in parentheses denote the percentage of tracked cells that are in each cluster. Source data are provided as a Source Data file.

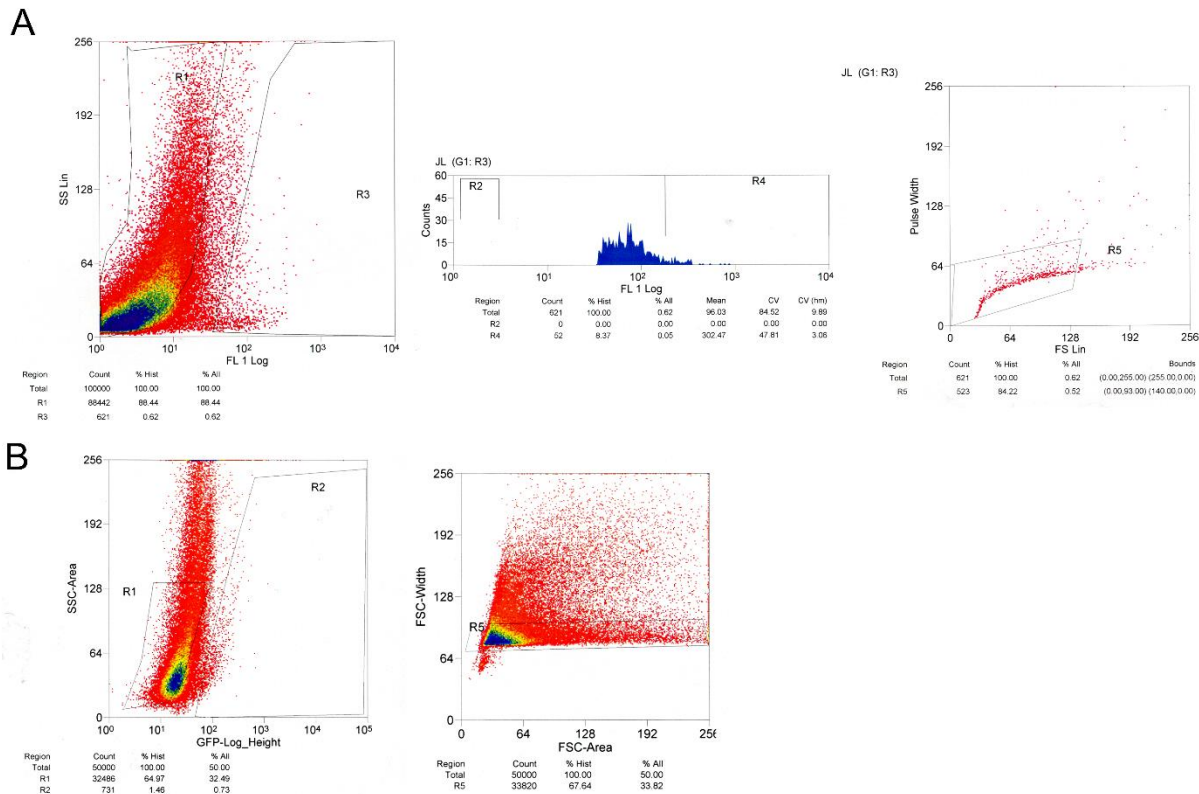

**Supplementary Figure 10. FACS gating strategies used for stem cell transcriptomic profile.**

(A) Sorting strategy for GFP positive cells collected from stem cell marker lines shown in Figure 1A. (Left) Side-scatter (SS) versus log-fluorescence (FL 1 Log). GFP-positive cells are in the R3 region. (Center) Counts vs log fluorescence of cells in the R3 region. The R4 region represents the brightest (true positive) GFP cells. (Right) Pulse width vs forward scatter (FS) of cells in the R3 region. The R5 region contains single cells. The collected GFP positive cells were in regions R3+R4+R5. (B) Sorting strategy for GFP negative cells collected for the non-stem-cell (NSC) control shown in Figure 1A. (Left) Side-scatter versus log-fluorescence. GFP-negative cells are in the R1 region. (Right) Forward scatter (FSC) width vs forward scatter area for all collected cells. The R5 region contains single cells. The collected GFP negative cells were in regions R1+R5.

**Supplementary Data Legends**

All Supplementary Data are provided as separate .xlsx files

**Supplementary Data 1. 

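The copy of Supplementary Data 1 that could be read lists 1999 genes. Of these, 1976 matched a gene of the deposited values, 194 of the 1976 were not tested because of a low FPKM, and 1395 (70.6%) were enriched in at least 1 population by limma. Calls of a gene in a stem cell type, by mean FPKM within 2-fold of the highest type, were set beside the paper's calls. Cohen's kappa was 0.601 over the 6 types, and it ranged from 0.861 in Protophlo to 0.348 in the QC and 0.328 in the CEI. The set of types was identical for 37.3% of the genes. The paper's list has 2.18 types per gene and the calls made here 2.31. The rule for calling a type moved kappa most, to 0.431 with types more than 2-fold above the mean of the other 5 types.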

Differentially enriched genes in stem cells.** Differential enrichment of the 9266 stem cell-enriched genes across the different stem cell types. Enrichment is defined as fold change > 2 and q-value < 0.06 from PoissonSeq versus all other stem cells. Each gene is enriched in the stem cells with a 1 in the corresponding column. The last column is the total number of cells in which each gene is enriched. Cell-ubiquitous genes (red) are defined as genes

enriched in 4 or more stem cells, while cell-specific genes (blue) are defined as genes enriched in 3 or less stem cells.

**Supplementary Data 2. Normalized motif scores.** The NMS score and rank are shown for each gene in the network. Only genes with an NMS score  $> 0$  are ranked. Green genes have a known stem cell function and were used to validate the NMS score. The NMS score of TCX2 is highlighted in yellow.

**Supplementary Data 3. Biological validation of TCX2 regulators and targets.** The NMS rank and percentile for each of the 48 genes in the TCX2 first-neighbor TF network are provided. Genes are classified as cell-specific if they are enriched in 3 or less stem cell types. Genes of interest have NMS scores  $> 0$ . Mutant obtained: the mutant was obtained and validated in this paper. Phenotype: the obtained mutant did or did not show a stem cell phenotype. Relation to TCX2: the position of the gene in the network.

**Supplementary Data 4. Validation of predicted TCX2 direct targets.** Edges are listed as well as the cell they were predicted in, if they were validated by DAPSeq, if they were validated by RNASeq, if the predicted cell matched at least one of the DE cells, and if the predicted sign matched the known DE sign.

**Supplementary Data 5. Genes differentially expressed in the *tcx2* mutant stem cell types and root tip.** Each tab in the file represents a different pairwise comparison. For the cell type specific data, differential expression was defined as  $q < 0.05$  and fold change  $> 2$  based on the cutoff for the stem cell transcriptional profile. For the root tip data, differential expression was defined as  $q < 0.5$  and fold change  $> 1.5$  based on the expression of TCX2 in its own mutant. The 175 genes used in the TCX2 GRN that changes over time are denoted.

**Supplementary Data 6. Sensitivity analysis.** Results for the sensitivity analysis performed on each set of equations (4D to 4D 8H; 4D 8H to 4D 16H; 4D 16H to 5D) are shown. The total Sobol index was averaged across all variables for each of 10 technical replicates. Sensitive parameters are highlighted and have a p-value  $< 0.05$  compared to the denoted control parameter. Yellow parameters were directly estimated from the stem cell time course or experimentally determined using scanning FCS. Green parameters were estimated using simulated annealing on the stem cell time course.

**Supplementary Data 7. Parameter values.** Note that all parameter values are constant across the entire model (4D to 5D). All initial conditions are the average values at 4D from the stem cell time course.

**Supplementary Data 8. Model prediction of TCX2 expression.** FC = fold change.

**Supplementary Data 9. T-DNA lines used in this study.**

**Supplementary Data 10. Parameters used for GRN inference.**

**Supplementary Data 11. qPCR primers used in this study.**

## Supplementary Methods: ODE model of the TCX2 first-neighbor network

### Key variables

| Symbol | Variable  | Enriched in            |
|--------|-----------|------------------------|
| $T$    | TCX2      | QC, CEI, Col, LRC, Xyl |
| $C$    | CRF2/TMO3 | LRC, Xyl               |
| $WK$   | WRKY58    | CEI                    |
| $W5$   | WOX5      | QC, CEI, Col, Xyl      |
| $AT$   | AT2G47680 | CEI, Col, Xyl          |
| $AG$   | AGL42     | QC, CEI                |
| $E$    | ET2       | Xyl                    |
| $G$    | GPRI1     | Xyl                    |
| $F$    | FLP       | Xyl                    |

| Symbol | Variable |
|--------|----------|
| $Q$    | QC       |
| $CE$   | CEI      |
| $CL$   | Col      |
| $L$    | LRC      |
| $X$    | Xyl      |

### Equations for 4D to 4D 8H

QC:

$$\begin{aligned}\frac{dT_Q}{dt} &= s_1 - d_1 T_Q \\ \frac{dW5_Q}{dt} &= s_2 + a_{CEQ}W5_{CE} + a_{CLQ}W5_{CL} + a_{XQ}W5_X - a_{QCE}W5_Q - a_{QCL}W5_Q - a_{QX}W5_Q - d_2 W5_Q \\ \frac{dAG_Q}{dt} &= s_3 - d_3 AG_Q\end{aligned}$$

CEI:

$$\begin{aligned}\frac{dT_{CE}}{dt} &= s_4 - d_4 T_{CE} \\ \frac{dW5_{CE}}{dt} &= s_5 + a_{QCE}W5_Q - a_{CEQ}W5_{CE} - d_5 W5_{CE} \\ \frac{dAG_{CE}}{dt} &= s_6 - d_6 AG_{CE} \\ \frac{dAT_{CE}}{dt} &= s_7 - d_7 AT_{CE} \\ \frac{dWK_{CE}}{dt} &= s_8 - d_8 WK_{CE}\end{aligned}$$

Col:

$$\begin{aligned}\frac{dT_{CL}}{dt} &= s_9 - d_9 T_{CL} \\ \frac{dW5_{CL}}{dt} &= s_{10} + a_{QCL}W5_Q - a_{CLQ}W5_{CL} - d_{10} W5_{CL} \\ \frac{dAT_{CL}}{dt} &= s_{11} - d_{11} AT_{CL}\end{aligned}$$

LRC:

$$\begin{aligned}\frac{dT_L}{dt} &= k_1 \frac{K_{1D}^{n_1}}{K_{1D}^{n_1} + C_L^{m_1}} - d_{12}T_L \\ \frac{dC_L}{dt} &= b_{XL}C_X - b_{LX}C_L + k_2 \frac{T_L^{n_2}}{K_{2D}^{n_2} + T_L^{n_2}} - d_{13}C_L\end{aligned}$$

Xyl:

$$\begin{aligned}\frac{dT_X}{dt} &= k_3 \frac{K_{3D}^{n_3}}{K_{3D}^{n_3} + C_X^{m_3}} - d_{14}T_X \\ \frac{dC_X}{dt} &= b_{LX}C_L - b_{XL}C_X + k_4 \frac{T_X^{n_4}}{K_{4D}^{n_4} + T_X^{n_4}} - d_{15}C_X \\ \frac{dW5_X}{dt} &= s_{12} + a_{QX}W5_Q - a_{XQ}W5_X - d_{16}W5_X \\ \frac{dAT_X}{dt} &= s_{13} - d_{17}AT_X \\ \frac{dG_X}{dt} &= s_{14} - d_{18}G_X \\ \frac{dF_x}{dt} &= s_{15} - d_{19}F_x \\ \frac{dE_x}{dt} &= s_{16} - d_{20}E_x\end{aligned}$$

Equations for 4D 8H to 4D 16H

QC:

$$\begin{aligned}\frac{dT_Q}{dt} &= k_5 \left( \frac{K_{5D}^{n_5}}{K_{5D}^{n_5} + W5_Q^{n_5}} + \frac{AG_Q^{n_6}}{K_{6D}^{n_6} + AG_Q^{n_6}} \right) - d_1T_Q \\ \frac{dW5_Q}{dt} &= a_{CEQ}W5_{CE} + a_{CLQ}W5_{CL} + a_{XQ}W5_X - a_{QCE}W5_Q - a_{QCL}W5_Q - a_{QX}W5_Q \\ &\quad + k_6 \frac{AG_Q^{n_6}}{K_{7D}^{n_5} + AG_Q^{n_6}} - d_2W5_Q \\ \frac{dAG_Q}{dt} &= k_7 \frac{W5_Q^{n_5}}{K_{8D}^{n_5} + W5_Q^{n_5}} - d_3AG_Q\end{aligned}$$

CEI:

$$\begin{aligned}\frac{dT_{CE}}{dt} &= k_8 \left( \frac{WK_{CE}^{n_7}}{K_{9D}^{n_7} + WK_{CE}^{n_7}} + \frac{AT_{CE}^{n_8}}{K_{10D}^{n_8} + AT_{CE}^{n_8}} + \frac{K_{11D}^{n_9}}{K_{11D}^{n_9} + W5_{CE}^{n_9}} + \frac{AG_{CE}^{n_{10}}}{K_{12D}^{n_{10}} + AG_{CE}^{n_6}} \right) - d_4T_{CE} \\ \frac{dW5_{CE}}{dt} &= a_{QCE}W5_Q - a_{CEQ}W5_{CE} + k_9 \left( \frac{WK_{CE}^{n_7}}{K_{13D}^{n_7} + WK_{CE}^{n_7}} + \frac{AT_{CE}^{n_8}}{K_{14D}^{n_8} + AT_{CE}^{n_8}} + \frac{AG_{CE}^{n_{10}}}{K_{15D}^{n_{10}} + AG_{CE}^{n_6}} \right) \\ &\quad - d_5W5_{CE} \\ \frac{dAG_{CE}}{dt} &= k_{10} \frac{W5_{CE}^{n_9}}{K_{16D}^{n_9} + W5_{CE}^{n_9}} - d_6AG_{CE} \\ \frac{dAT_{CE}}{dt} &= s_{17} - d_7AT_{CE} \\ \frac{dWK_{CE}}{dt} &= s_{18} - d_8WK_{CE}\end{aligned}$$

Col:

$$\begin{aligned}\frac{dT_{CL}}{dt} &= k_{11} \left( \frac{AT_{CL}^{n_{11}}}{K_{17D}^{n_{11}} + AT_{CL}^{n_{11}}} + \frac{K_{18D}^{n_{12}}}{K_{18D}^{n_{12}} + W5_{CL}^{n_{12}}} \right) - d_9 T_{CL} \\ \frac{dW5_{CL}}{dt} &= s_{19} + a_{QCL} W5_Q - a_{CLQ} W5_{CL} - d_{10} W5_{CL} \\ \frac{dAT_{CL}}{dt} &= s_{20} - d_{11} AT_{CL}\end{aligned}$$

LRC:

$$\begin{aligned}\frac{dT_L}{dt} &= k_1 \frac{K_{1D}^{n_1}}{K_{1D}^{n_1} + C_L^{n_1}} - d_{12} T_L \\ \frac{dC_L}{dt} &= b_{XL} C_X - b_{LX} C_L + k_2 \frac{T_L^{n_2}}{K_{2D}^{n_2} + T_L^{n_2}} - d_{13} C_L\end{aligned}$$

Xyl:

$$\begin{aligned}\frac{dT_X}{dt} &= k_3 \left( \frac{AT_X^{n_{13}}}{K_{19D}^{n_{13}} + AT_X^{n_{13}}} + \frac{W5_X^{n_{14}}}{K_{20D}^{n_{14}} + W5_X^{n_{14}}} + \frac{K_{21D}^{n_{15}}}{K_{21D}^{n_{15}} + F_X^{n_{15}}} + \frac{K_{3D}^{n_3}}{K_{3D}^{n_3} + C_X^{n_3}} \right) - d_{14} T_X \\ \frac{dC_X}{dt} &= b_{LX} C_L - b_{XL} C_X + k_4 \frac{T_X^{n_4}}{K_{4D}^{n_4} + T_X^{n_4}} - d_{15} C_X \\ \frac{dW5_X}{dt} &= s_{21} + a_{QX} W5_Q - a_{XQ} W5_X - d_{16} W5_X \\ \frac{dAT_X}{dt} &= s_{22} - d_{17} AT_X \\ \frac{dG_X}{dt} &= k_{12} \left( \frac{K_{22D}^{n_4}}{K_{22D}^{n_4} + T_X^{n_4}} + \frac{C_X^{n_3}}{K_{23D}^{n_3} + C_X^{n_3}} \right) - d_{18} G_X \\ \frac{dF_X}{dt} &= k_{13} \frac{E_X^{n_{16}}}{K_{24D}^{n_{16}} + E_X^{n_{16}}} - d_{19} F_X \\ \frac{dE_X}{dt} &= k_{14} \left( \frac{F_X^{n_{15}}}{K_{25D}^{n_{15}} + F_X^{n_{15}}} + \frac{T_X^{n_4}}{K_{26D}^{n_4} + T_X^{n_4}} \right) - d_{20} E_X\end{aligned}$$

## Equations for 4D 16H to 5D

QC:

$$\begin{aligned}\frac{dT_Q}{dt} &= s_{23} - d_1 T_Q \\ \frac{dW5_Q}{dt} &= a_{CEQ} W5_{CE} + a_{CLQ} W5_{CL} + a_{XQ} W5_X - a_{QCE} W5_Q - a_{QCL} W5_Q - a_{QX} W5_Q \\ &\quad + k_6 \left( \frac{AG_Q^{n_6}}{K_{7D}^{n_6} + AG_Q^{n_6}} + \frac{T_Q^{n_{17}}}{K_{27D}^{n_{18}} + T_Q^{n_{17}}} \right) - d_2 W5_Q \\ \frac{dAG_Q}{dt} &= k_7 \left( \frac{K_{29D}^{n_{17}}}{K_{28D}^{n_{17}} + T_Q^{n_{17}}} + \frac{W5_Q^{n_5}}{K_{8D}^{n_5} + W5_Q^{n_5}} \right) - d_3 AG_Q\end{aligned}$$

CEI:

$$\begin{aligned}
\frac{dT_{CE}}{dt} &= s_{24} - d_4 T_{CE} \\
\frac{dW5_{CE}}{dt} &= a_{QCE} W5_Q - a_{CEQ} W5_{CE} + k_9 \left( \frac{T_{CE}^{n_{18}}}{K_{29D}^{n_{18}} + T_{CE}^{n_{18}}} + \frac{AT_{CE}^{n_8}}{K_{14D}^{n_8} + AT_{CE}^{n_8}} + \frac{AG_{CE}^{n_{10}}}{K_{15D}^{n_{10}} + AG_{CE}^{n_{10}}} \right) \\
&\quad - d_5 W5_{CE} \\
\frac{dAG_{CE}}{dt} &= k_{10} \left( \frac{K_{30D}^{n_{18}}}{K_{30D}^{n_{18}} + T_{CE}^{n_{18}}} + \frac{AT_{CE}^{n_8}}{K_{31D}^{n_8} + AT_{CE}^{n_8}} + \frac{W5_{CE}^{n_9}}{K_{16D}^{n_9} + W5_{CE}^{n_9}} \right) - d_6 AG_{CE} \\
\frac{dAT_{CE}}{dt} &= k_{15} \frac{T_{CE}^{n_{18}}}{K_{32D}^{n_{18}} + T_{CE}^{n_{18}}} - d_7 AT_{CE} \\
\frac{dWK_{CE}}{dt} &= s_{25} - d_8 WK_{CE}
\end{aligned}$$

Col:

$$\begin{aligned}
\frac{dT_{CL}}{dt} &= s_{26} - d_9 T_{CL} \\
\frac{dW5_{CL}}{dt} &= s_{27} + a_{QCL} W5_Q - a_{CLQ} W5_{CL} - d_{10} W5_{CL} \\
\frac{dAT_{CL}}{dt} &= k_{16} \frac{T_{CL}^{n_{19}}}{K_{33D}^{n_{19}} + T_{CL}^{n_{19}}} - d_{11} AT_{CL}
\end{aligned}$$

LRC:

$$\begin{aligned}
\frac{dT_L}{dt} &= s_{28} - d_{12} T_L \\
\frac{dC_L}{dt} &= s_{29} + b_{XL} C_X - b_{LX} C_L - d_{13} C_L
\end{aligned}$$

Xyl:

$$\begin{aligned}
\frac{dT_X}{dt} &= s_{30} - d_{14} T_X \\
\frac{dC_X}{dt} &= s_{31} + b_{LX} C_L - b_{XL} C_X - d_{15} C_X \\
\frac{dW5_X}{dt} &= s_{32} + a_{QX} W5_Q - a_{XQ} W5_X - d_{16} W5_X \\
\frac{dAT_X}{dt} &= k_{17} \left( \frac{T_X^{n_4}}{K_{34D}^{n_4} + T_X^{n_4}} + \frac{G_X^{n_{20}}}{K_{35D}^{n_{20}} + G_X^{n_{20}}} \right) - d_{17} AT_X \\
\frac{dG_X}{dt} &= k_{12} \frac{K_{22D}^{n_4}}{K_{22D}^{n_4} + T_X^{n_4}} - d_{18} G_X \\
\frac{dF_x}{dt} &= s_{33} - d_{19} F_X \\
\frac{dE_x}{dt} &= s_{34} - d_{20} E_X
\end{aligned}$$

# Supplementary material for: Stem-cell-ubiquitous genes spatiotemporally coordinate division through regulation of stem-cell-specific gene networks
**Source:** Nat Commun. 2019 Dec 6;10:5574. doi: 10.1038/s41467-019-13132-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

# Description of Additional Supplementary Files

**Supplementary Data 1. Differentially enriched genes in stem cells.** Differential enrichment of the 9266 stem cell-enriched genes across the different stem cell types. Enrichment is defined as fold change  $> 2$  and q-value  $< 0.06$  from PoissonSeq versus all other stem cells. Each gene is enriched in the stem cells with a 1 in the corresponding column. The last column is the total number of cells in which each gene is enriched. Cell-ubiquitous genes (red) are defined as genes enriched in 4 or more stem cells, while cell-specific genes (blue) are defined as genes enriched in 3 or less stem cells.

**Supplementary Data 2. Normalized motif scores.** The NMS score and rank are shown for each gene in the network. Only genes with an NMS score  $> 0$  are ranked. Green genes have a known stem cell function and were used to validate the NMS score. The NMS score of TCX2 is highlighted in yellow.

**Supplementary Data 3. Biological validation of TCX2 regulators and targets.** The NMS rank and percentile for each of the 48 genes in the TCX2 first-neighbor TF network are provided. Genes are classified as cell-specific if they are enriched in 3 or less stem cell types. Genes of interest have NMS scores  $> 0$ . Mutant obtained: the mutant was obtained and validated in this paper. Phenotype: the obtained mutant did or did not show a stem cell phenotype. Relation to TCX2: the position of the gene in the network.

**Supplementary Data 4. Validation of predicted TCX2 direct targets.** Edges are listed as well as the cell they were predicted in, if they were validated by DAPSeq, if they were validated by RNASeq, if the predicted cell matched at least one of the DE cells, and if the predicted sign matched the known DE sign.

**Supplementary Data 5. Genes differentially expressed in the *tcx2* mutant stem cell types and root tip.** Each tab in the file represents a different pairwise comparison. For the cell type specific data, differential expression was defined as  $q < 0.05$  and fold change  $> 2$  based on the cutoff for the stem cell transcriptional profile. For the root tip data, differential expression was defined as  $q < 0.5$  and fold change  $> 1.5$  based on the expression of TCX2 in its own mutant. The 175 genes used in the TCX2 GRN that changes over time are denoted.

**Supplementary Data 6. Sensitivity analysis.** Results for the sensitivity analysis performed on each set of equations (4D to 4D 8H; 4D 8H to 4D 16H; 4D 16H to 5D) are shown. The total Sobol index was averaged across all variables for each of 10 technical replicates. Sensitive parameters are highlighted and have a p-value  $< 0.05$  compared to the denoted control parameter. Yellow parameters were directly estimated from the stem cell time course or experimentally determined using scanning FCS. Green parameters were estimated using simulated annealing on the stem cell time course.

**Supplementary Data 7. Parameter values.** Note that all parameter values are constant across the entire model (4D to 5D). All initial conditions are the average values at 4D from the stem cell time course.

**Supplementary Data 8. Model prediction of TCX2 expression.** FC = fold change.

**Supplementary Data 9. T-DNA lines used in this study.**

**Supplementary Data 10. Parameters used for GRN inference.**

**Supplementary Data 11. qPCR primers used in this study.**

# Supplementary material for: Stem-cell-ubiquitous genes spatiotemporally coordinate division through regulation of stem-cell-specific gene networks
**Source:** Nat Commun. 2019 Dec 6;10:5574. doi: 10.1038/s41467-019-13132-2
**Supplement:** Supplementary file 15 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection ZEN software was used to collect confocal imaging data

Data analysis Bowtie, Tuxedo, and RSubread were used to obtain FPKM values for all RNA-seq data  
PoissonSeq was used for all differential expression analysis  
InteractiveVenn (<http://www.interactivenn.net/>) was used for Venn diagram construction  
Cytoscape (<http://cytoscape.org/>) was used for network visualization  
RTP-STAR (<http://github.com/nmclark2/RTP-STAR>) was used for all network inference  
BioVisionTracker ([https://github.com/edbuckne/BioVision\\_Tracker](https://github.com/edbuckne/BioVision_Tracker)) was used for YFP/GFP tracking  
MATLAB code for the ODE model that support the findings of this study are available in figshare [<https://doi.org/10.6084/m9.figshare.c.4539071>]

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Sequence data that support the findings of this study have been deposited in GEO with the primary accession codes #GSE98204 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE98204>], GSE123984 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123984>], and GSE131988 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131988>].

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. For high-throughput sequencing, at least 2 replicates were collected for each sample. For all other data (images, etc) at least 5 replicates were collected for each group.                                                     |
| Data exclusions | For the stem cell transcriptional profile and time course, some replicates were excluded from downstream analysis due to poor sequence quality. Some confocal images were excluded from analysis due to poor image quality or issues with sample preparation (i.e. damaged or stressed roots) |
| Replication     | Multiple biological replicates were collected for all experiments to ensure that the results are replicable.                                                                                                                                                                                  |
| Randomization   | This is not relevant for our study as seeds are collected/chosen randomly for all experiments.                                                                                                                                                                                                |
| Blinding        | Investigators were not blinded to different comparisons during this study.                                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                | n/a                                 | Involved in the study                              |
|-------------------------------------|------------------------------------------------------|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       | <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |                                     |                                                    |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                           |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Approximately 1-2mm of the root tip was cut and protoplasted using a solution containing cellulase and pectolyase.        |
| Instrument                | Dako Cytomation MoFlo                                                                                                     |
| Software                  | Summit Software                                                                                                           |
| Cell population abundance | Cell population abundance was determined based on the reported numbers of cells in each gate from the software. After RNA |

Cell population abundance

was extracted we checked that the RNA concentration correlated with the number of cells collected to validate the predicted abundance.

Gating strategy

For the stem cell transcriptomic profile we used a combination of 3 gating strategies as shown in Supplementary Figure 10: 1) Side-scatter (SS) versus log-fluorescence (FL 1 Log). GFP-positive cells had log-fluorescence  $> 10^{1.5}$ . (2) Counts vs log fluorescence of cells in the region (1). GFP-positive cells had log-fluorescence  $> 10^{2.5}$ . 3) Pulse width vs forward scatter (FS) of GFP-positive cells to remove doublets. For the GFP-negative control we considered the GFP-negative cells to have log fluorescence  $< 10^1$  and side scatter  $< 128$ . Pulse width vs forward scatter (FS) was used on the GFP-negative cells to remove doublets.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

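RNA-Seq of sorted root cells from 7 marker lines and a non-stem cell control gave 28 samples in 8 populations of 3 or 4 replicates. The authors mapped single-end reads and obtained FPKM with Bowtie, Tuxedo and Rsubread, and deposited FPKM per gene and sample for 33201 genes. The paper's text names neither the genome build nor the annotation of that step, so no coordinates are given, and names were taken from the TAIR10.1 annotation, in which 32489 of the 33201 identifiers have a locus. Among the samples used here the paper states no normalization between samples beyond FPKM. For their comparison with the tcx2 mutant samples, it states that library sizes were normalized. FPKM gives no read counts, so the depth per sample is unknown and no interval or smallest detectable value is given. The column of each sample was identified by the initial of its marker and its replicate number, and the CEI columns by elimination. Every column has a sample.

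Values were transformed to log2(FPKM + 1). Genes with an FPKM of at least 1 in at least 3 samples (22694) were tested. The populations were fitted together, with a mean per population, in limma 3.58.1 under R 4.3.3 (empirical Bayes with a trend), and each was compared with NSCs. A gene was enriched at a Benjamini-Hochberg adjusted p-value under 0.06 within its comparison and a fold-change above 2. The paper's test, PoissonSeq, takes counts and was not used because the deposited values are FPKM. Fold changes on this scale understate changes of genes with a low FPKM, and a value listed as 0 has no fold. An enriched gene was called in each of the 6 stem cell types (the SCN left out) whose mean FPKM was within 2-fold of the highest type. PCA used the tested genes, centred and not scaled. The distance of NSCs was tested over all choices of 4 of the 28 samples and nearest neighbours with 100000 shuffles, both one-sided. Marker genes were compared by exact permutation test, two-sided, and the network genes by Fisher's exact test, two-sided. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

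The genes named were set by a rule before the values were seen. They were TCX2, the genes of Supplementary Fig. 1B, the genes of the TCX2 results with expression in these data, the genes of the model, those with the 10 highest NMS and CYCB1;1, and for each population the gene with the largest fold change among those past the threshold with every replicate above every NSC replicate. Of 47 names, 44 matched a gene, and RVN, PPD1 and SPL2 did not match a single gene. The genes given as examples of the TCX2 subnetwork (AT5G15200, GATA15 and HSI2) were chosen after their values were seen. Replicate numbers come from the sample titles. The paper does not state that samples with the same number were collected together.

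The alternatives tried were a pseudocount of 0.1, all 31526 genes with a nonzero value, TPM, median-of-ratios size factors (from the 10810 genes above 0 in every sample), each population fitted with NSCs alone, the replicate number as a block, empirical Bayes without a trend, an adjusted p-value under 0.05, the ratio of mean FPKM as the fold change, the SCN left out, 5 other rules for calling a type, 5 other inputs to the PCA and all components in place of 3, other samples compared for the markers, and each sample left out in turn. The steps were tested on simulated data with 200 of 22520 genes raised 8-fold in some types. Of 657 gene and type pairs 84.8% were called, 188 of the 200 genes were called in at least 1 type, 18 other genes were called, and 78.5% of the raised genes were given exactly their types. On the genes without a simulated difference the p-values of the PCA tests were 0.898 and 0.913. The raised genes were drawn from those with a small spread between replicates and a moderate level in NSCs. The simulated noise was independent between genes, without scaling differences between samples. These rates and p-values therefore do not carry over to the deposited data.

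Network inference and NMS were not repeated, and the paper's lists were used for them. The listed parts of Supplementary Data 1 and 2 hold 1999 genes each. For the genes of the paper's lists, types were called by mean FPKM whether or not the gene was enriched compared to NSCs, and a gene with 0 types counts as enriched in 3 or fewer. The rules of within 1.5-fold and within 3-fold of the highest type were not applied to TCX2 or to the paper's lists. The tcx2 mutant lines, the time course, imaging and the mathematical model have no values here and were left out. No label gives a sequencing batch or date, so no comparison could be made within batches.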

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

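None of the results in this part was followed by a test of its cause, except the correlations given for TCX2 and for PC1 and the scaling of 6 genes, of which the correlation of TCX2 with library complexity and the scaling were chosen only after the results were seen. The values below are the gap between a sample and the nearest of its 3 replicates, divided by the range of the 4, on log2(FPKM + 1). A sample stood apart from its replicates in 22 of the 208 groups of 4 that were compared, with a ratio above Dixon's 95% critical value for 4 samples, where chance gives 10.4.

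In Xyl a sample stood apart for 9 genes. Replicate 2 was the lowest for TCX2 (ratio 0.900, 31.2 FPKM against 42.4 to 43.9) and CYCD6 (0.873) and the highest for WIP4 (0.915). Replicate 1 was the highest for MGP, NUC and WOX5 (1 each, with the other replicates listed at 0) and AIL6 (0.898), and the lowest for GATA1 (0.860). Replicate 4 was the highest for ATCG00090 (1, with 75.0 FPKM where the others are listed at 0). In Protophlo replicate 1 was the highest for SAP (1), SUVR1 (0.930) and ARF8 (0.845), and replicate 4 the lowest for AIL6 (0.882) and GATA1 (0.896). In the SCN replicate 1 was the lowest for AIL6 (0.888) and AT-HB8 (0.850), replicate 2 the highest for CVP2 (0.9505) and ET2 (0.872), and replicate 3 the highest for SMB (0.837). In NSCs replicate 4 was the lowest for NUC (0.834) and on PC1 (0.927), and replicate 3 the highest for AT2G28790 (0.846). Several of these values lie below 1 FPKM (such as SAP in Protophlo, at 0.0358), where the depth is unknown. Apart from TCX2, no biological explanation was tested, since the replicates of a population share their condition.

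For TCX2, the spread between replicates was set against the share of cells in G2/M, by the mean of 12 G2/M genes with population means subtracted. Over 28 samples Pearson's r was 0.199 (permutation p = 0.307) and Spearman's rho 0.245 (permutation p = 0.210, adjusted over 4 relations 0.419), and r was 0.395 without the 2 farthest samples. The rho was larger than in 85.4% of 10000 random lists of matched expression. With the number of genes at an FPKM of at least 1, r was -0.292 (permutation p = 0.132), rho -0.186 (permutation p = 0.343, adjusted 0.457), and r -0.185 without the 2 farthest samples. Neither relation was past 0.05. PC1 and that number had r -0.248 (permutation p = 0.204), rho -0.304 (permutation p = 0.116, adjusted 0.419) and r -0.394 without the 2 farthest samples over the 28 samples, and rho -0.0339 (permutation p = 0.865, adjusted 0.865) with population means subtracted. The position of NSC replicate 4 on PC1 was not tested by itself.

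For 6 genes, every replicate of 1 population was above every NSC sample and every replicate of another was below, both past the threshold. Of the 28 fits that each left out a sample, SCR in the CEI fell short of it in 9 and ANL2 in CSCs in 5. The 2 log2 fold changes to NSCs differed by 9.60 for TMO5 (Xyl and QC), 5.72 for PLT2 (CSCs and Protophlo), 4.96 for SCR (CEI and Xyl), 4.32 for AIL6 (CSCs and Protophlo), 4.19 for ANL2 (CSCs and Xyl) and 3.99 for AT1G75710 (CSCs and CEI). Permuting the labels of the 2 populations gave an exact two-sided p of 0.0286 for the first 5 genes and 0.1 for AT1G75710, each the smallest that the samples allow. The genes were picked because the replicates of the 2 populations lay on opposite sides of NSCs, which fixes these p-values in advance, so the difference was not tested. For TMO5, the marker of Xyl, the direction follows the design. With size factors the 2 log2 fold changes of each gene kept their opposite signs and differed by at least 3.51, for AT1G75710. Cells of other types in a sorted sample and shared reads were not tested for these genes.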

How the results depend on the processing

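The alternatives were chosen before the data were examined, except that leaving out each sample was added after seeing the data for the share of the TCX2 subnetwork, the share of genes with an NMS above 0 and the calls set beside Supplementary Data 1. For counts of genes or types, a change is a move to more than 1.5 times or to less than the main value divided by 1.5. For other values without a test, it is a move by more than the SD of the fits that left out a sample, a criterion set after seeing the data. For each change below the cause was not tested.

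With a pseudocount of 0.1, the genes higher than in NSCs were 795 in the CEI and 461 in Protophlo, and the genes lower in the CEI 606. With size factors, the genes higher were 1262 in Protophlo, 3266 in CSCs and 1223 in the QC. Size factors moved the median log2 fold change of all tested genes by -0.30 in CSCs, -0.22 in the QC, -0.14 in Epi/LRC, -0.11 in Xyl and the SCN and 0.10 in Protophlo. The share of genes higher among those past the threshold moved by over 10 points in CSCs (55.2% to 38.1%), the QC (49.5% to 29.7%) and Protophlo (25.1% to 35.8%). With each population fitted with NSCs alone, the genes higher were 1329 in Protophlo and 3227 in the QC. The number of genes enriched in any population stayed within 1.5 times of 7657 under every alternative, from 5996 to 8993, and 77.6% of the 7657 were shared at the pseudocount of 0.1 and 83.3% with size factors.

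Genes enriched in 1 type were 5007 with types more than 2-fold above the mean of the other 5, 1005 with types more than 2-fold above NSCs, 3720 within 1.5-fold of the highest type and 891 within 3-fold. Genes in 3 or fewer types were 3513 above NSCs and 3027 within 3-fold. Genes in 4 or more types were 4144 above NSCs, 521 within 1.5-fold and 4630 within 3-fold, and in 5 or 6 types 2713, 98 and 2883. With types above the mean of the other 5, 0 genes were in 4 or more types and 0 in 5 or 6, and 100% of the TCX2 subnetwork was in 3 or fewer. That rule cannot pass 3 types, so these values were fixed in advance and the share of genes with an NMS above 0 could not give a value. TCX2 was in 1 type by that rule and in 5 with types above NSCs. The share of the TCX2 subnetwork in 3 or fewer types was 43.8% above NSCs and 83.3% with median FPKM. With median FPKM, 14.9% of genes with an NMS above 0 and 19.3% of those with an NMS of 0 were in 4 or more types (Fisher's exact test, p = 0.0140). Over the alternatives with all samples, p of this test lay between 0.0140 and 0.120. Kappa with Supplementary Data 1 was 0.431 above the mean of the other 5, 0.584 above NSCs and 0.577 with median FPKM.

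The top 3 components held 78.6% without the log, 42.6% with a pseudocount of 0.1, 44.1% with scaled genes, 50.6% with all genes with a nonzero value and 53.1% with size factors. The distance statistic of NSCs, 184, was 137 with scaled genes, 152 with all components, 250 with a pseudocount of 0.1 and 22680 without the log. Its p was the smallest that the choices of samples allow in each, which does not show that it was stable. The nearest neighbours were of the same population for between 13 and 21 samples, with p at or under 0.00019. AGL42 compared with NSCs only was higher by 2.21 (adjusted p = 0.0429, where over the alternatives with all samples it lay between 0.0429 and 0.0879, and with each sample left out between 0.0412 and 0.264). The other 5 markers stayed on the same side of the threshold under each alternative, including those that left out a sample.

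With each sample left out in turn (28 fits), the genes higher lay between 549 and 2150 in the SCN, 223 and 2289 in the CEI, 492 and 928 in Protophlo, 1778 and 2982 in Epi/LRC and 1129 and 2352 in the QC, and the genes lower between 251 and 1950 in the CEI and 1353 and 2317 in the QC. The genes enriched in any population lay between 6323 and 7944, in 1 type between 1575 and 2038, in 3 or fewer between 4727 and 5879, in 4 or more between 1596 and 2539 and in 5 or 6 between 624 and 1021. The top 3 components held between 50.3% and 54.1%. The AGL42 difference lay between 1.34 and 2.18 and passed 0.05 in 5 fits. The CYCD6 difference lay between -0.12 and 1.51 and reversed without CEI replicate 3. For TCX2 the log2 fold change lay between 1.28 and 2.58 in the CEI, past the threshold in 4 fits, and between 1.24 and 2.27 in the QC, past it in 2. Its number of types lay between 1 and 3, and the types past the threshold compared to NSCs between 3 and 5. The share of the TCX2 subnetwork lay between 81.3% and 89.6%, the share of genes with an NMS above 0 between 13.5% and 18.8% (p between 0.00119 and 0.516, under 0.05 in 4 fits), and kappa between 0.577 and 0.607. Of 336 comparisons of named genes with the alternatives that apply to them, 22 passed the threshold no longer and 3 newly passed it. Of 1341 with a sample left out, 50 passed it no longer and 5 newly passed it.

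With the replicate number as a block, 7306 genes were enriched in any population, and the genes higher were 1177 in the SCN, 836 in the CEI, 736 in Protophlo, 2426 in Epi/LRC, 4733 in CSCs, 4511 in Xyl and 1635 in the QC. Samples with the same number in different populations are from different plant lines or sorted fractions. Their deviations from the population means had a mean correlation of -0.0180 over 90 pairs, and samples with other numbers 0.00646 over 252 pairs, so over all populations the numbers did not pair the samples. Between the SCN and NSCs, fractions of the same line, it was 0.0686 over 4 pairs and -0.0230 over 12 pairs with other numbers. Between Xyl and NSCs it was -0.107 over 4 pairs and 0.0355 over 12. So few pairs cannot settle whether the numbers paired the SCN and NSC samples. The depth is unknown, which limits what can be said of genes below 1 FPKM, such as WRKY58 and GPRI1 in most populations.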

Differences from the paper's values

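The alternatives named here were chosen before the data were examined. A gap counts as closed when the values lie within 1.5 times of each other, or within the SD of the fits that left out a sample. Values whose gap counts as closed can still differ clearly from the paper's.

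Genes enriched in 5 or 6 types were 10.9% of the stem cell-enriched genes against the paper's 6.1%, and none of the alternatives with all samples closed the gap (1.28% within 1.5-fold of the highest type, 10.6% with size factors). Of the fits that left out a sample, those without CEI replicate 1 (8.92%) and without CEI replicate 3 (8.57%) brought it within 1.5 times. Genes enriched in 1 type were 1895, or 24.7%, against the paper's 4331 and 46.7%. The gap closed to 3720 genes and 48.6% within 1.5-fold of the highest type. It also counted as closed with types more than 2-fold above the mean of the other 5, but 5007 genes and 65.4% lie above the paper's values. The other alternatives did not close it.

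Of the genes with an NMS above 0, 115 (16.2%) were in 4 or more types against the paper's 510 (69.2%), and 596 (83.8%) in 3 or fewer against the paper's 217 (31.8%). With types more than 2-fold above NSCs the values were 375 (52.7%), 336 and 47.3%, which closed the gap for all but the 217 genes. The paper's 510 and 217 do not add up to its number of genes with an NMS above 0, and 217 is not 31.8% of that number. Whether the gap for the 217 genes stayed open depends on which of these numbers is right. Median FPKM did not close any of these gaps. In the listed part of the paper's own calls, 38 of 153 genes with an NMS above 0 are in 4 or more types (24.8%), and 73 of 304 with an NMS of 0 (24.0%). TCX2 was in 2 types against the paper's 5. The rule of more than 2-fold above NSCs gave 5 types, and none of the other alternatives applied to TCX2 did. The rules of within 1.5-fold and within 3-fold of the highest type were not applied to it. By its means, CSCs and the CEI lay within 3-fold of Xyl, so TCX2 would be in more types by the wider rule.

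The adjusted p of WOX5 in the QC was 9.25e-05 against the paper's 0.058. It lay between 4.70e-05 and 0.0113 over the alternatives with all samples and between 1.13e-06 and 0.00104 with each sample left out, so none closed the gap. The genes called in the QC were 2947 against about 1600 in Fig. 1c, read by eye. The gap closed to 1578 within 1.5-fold of the highest type and to 2069 with size factors, and without NSC replicate 4 it closed to 2252. The other alternatives did not close it.

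The top 3 components held 51.7%, and 50.6% with all genes with a nonzero value, which is the paper's value. The number of stem cell-enriched genes, 7657, did not differ by more than 1.5 times from the paper's 9266, and the nearest of the alternatives was 8993 with each population fitted with NSCs alone.

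The paper states that genes in many types are the more frequent among those with a high NMS, where here the share with an NMS above 0 was 16.2% and with an NMS of 0 19.0%. The list used here lacks network genes, nearly all with an NMS of 0, so these shares cannot settle that difference. The paper states that each stem cell population clusters by itself in the PCA, where here 17 of 28 samples had a nearest neighbour of their own population in the top 3 components and 21 with all components. The 3 QC samples had SCN replicate 3, from the niche that contains the QC, as nearest neighbour in the top 3 components, 2 of them had a QC sample with all components, and by mean correlation all 3 were closest to the QC. It states that each marker is expressed in a single stem cell type, where here CYCD6 was highest in CSCs and CVP2 was highest in Xyl. CYCD6, CVP2, FEZ, TMO5 and WOX5 each had a mean FPKM of at least 1 in 3 to 5 types. This is a low bar. TMO5 was at 1081 FPKM in Xyl, and at 3.21 in the CEI, 2.42 in Protophlo and 5.53 in Epi/LRC, below its 10.5 in NSCs. WOX5 passed the bar in CSCs through a single replicate, with values of 0, 8.94 and 0.146 FPKM. The paper lists ORC1B in the CEI, Epi/LRC, CSCs and the QC, where here it was within 2-fold of its highest mean in CSCs and Xyl.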

Other observations

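The tests of CEI replicate 2 were chosen only after the result was seen. CEI replicate 2 had a mean r of 0.907 with NSCs and 0.819 with the other CEI replicates, and the genes higher in the CEI than in NSCs were 2289 without it. A candidate explanation is a mislabelled NSC sample. Genes high in CEI replicates 1 and 3 were picked with an NSC sample left out, and CEI replicate 2 was above the 3 remaining NSC samples for at least 70.9% of these genes over the 4 choices, against 22.2% to 41.8% for the NSC sample left out. This goes against a mislabelled NSC sample. NSC cells or their RNA within the sample were not tested, and no biological explanation was tested.

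Other splits of the samples were counted for each comparison with NSCs. Of the 8 splits that part as many same-numbered replicates as the real one, 1 (the real split) gave as many genes in either direction for the SCN, the CEI, Protophlo, Epi/LRC, CSCs, Xyl and the QC alike. With 8 splits the share cannot fall under 0.05, so these splits cannot rule out a split by chance. Of all 35 splits, which also part fewer or more numbered pairs, 1 (the real split) gave as many for each population. If the numbers do not pair the samples, this argues against a split by chance. The largest number in another of the 8 splits was 1454 for CSCs, where the real split gave 9274. Among the splits that part another number of pairs, the largest were 4520 for CSCs and 1795 for Epi/LRC, where the real split gave 6608. For the genes enriched in any population, 1 of 100 shuffles within replicate numbers, the real one, gave 7657, and the largest other number was 2611. This argues against a split by chance for the number of genes enriched in any population.

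The number of genes enriched in 1 type was 1895, and 0 of 100 shuffles of the type labels of the 20 samples gave as many (306 to 1526). The genes were chosen with the real labels, so the shuffles cannot settle whether the spread between replicates accounts for the number.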
